# Translational changes induced by acute sleep deprivation uncovered by TRAP-Seq

**DOI:** 10.1186/s13041-020-00702-5

**Published:** 2020-12-03

**Authors:** Lisa C. Lyons, Snehajyoti Chatterjee, Yann Vanrobaeys, Marie E. Gaine, Ted Abel

**Keywords:** Sleep deprivation, Ribosome, Memory, Hippocampus, TRAP, RNA, Gene expression

## Abstract

Sleep deprivation is a global health problem adversely affecting health as well as causing decrements in learning and performance. Sleep deprivation induces significant changes in gene transcription in many brain regions, with the hippocampus particularly susceptible to acute sleep deprivation. However, less is known about the impacts of sleep deprivation on post-transcriptional gene regulation. To identify the effects of sleep deprivation on the translatome, we took advantage of the RiboTag mouse line to express HA-labeled Rpl22 in CaMKIIα neurons to selectively isolate and sequence mRNA transcripts associated with ribosomes in excitatory neurons. We found 198 differentially expressed genes in the ribosome-associated mRNA subset after sleep deprivation. In comparison with previously published data on gene expression in the hippocampus after sleep deprivation, we found that the subset of genes affected by sleep deprivation was considerably different in the translatome compared with the transcriptome, with only 49 genes regulated similarly. Interestingly, we found 478 genes differentially regulated by sleep deprivation in the transcriptome that were not significantly regulated in the translatome of excitatory neurons. Conversely, there were 149 genes differentially regulated by sleep deprivation in the translatome but not in the whole transcriptome. Pathway analysis revealed differences in the biological functions of genes exclusively regulated in the transcriptome or translatome, with protein deacetylase activity and small GTPase binding regulated in the transcriptome and unfolded protein binding, kinase inhibitor activity, neurotransmitter receptors and circadian rhythms regulated in the translatome. These results indicate that sleep deprivation induces significant changes affecting the pool of actively translated mRNAs.
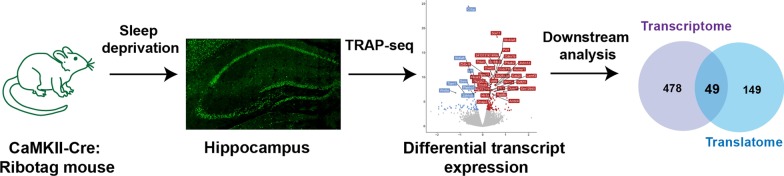

## Introduction

Sleep deprivation is a widespread problem affecting more than one-third of U.S. adults and 70% of teenagers (Center for Disease Control and Prevention, 2017) leading to significant impairments in memory and performance. The effects of sleep deprivation on learning and memory are phylogenetically conserved from invertebrates such as *Aplysia* and *Drosophila* to humans [1–5]. Sleep disorders have been linked to neurodegenerative diseases, including Alzheimer’s disease and Parkinson’s disease, seemingly increasing disease risk and progression (reviewed in [6]; [7–9]). The hippocampus appears particularly susceptible to the effects of acute sleep deprivation with sleep deprivation affecting gene expression, kinase signaling pathways, spatial memory consolidation, synaptic plasticity and neuronal structure [10–17]. The hippocampus is not the only brain region affected by sleep deprivation, as studies of the cortex and forebrain also reported changes in gene expression after sleep deprivation [18–21]. Despite the widespread transcriptional changes induced by sleep deprivation and the severity of the impact on memory, the mechanisms by which sleep deprivation adversely impairs neuronal function have not been fully elucidated.

Acute sleep deprivation causes the transcriptional downregulation of genes involved in mTOR signaling and protein synthesis [10], with subsequent research finding that sleep deprivation decreased mTOR signaling resulting in hypophosphorylated 4EBP2 and significantly decreased protein synthesis [22]. Sleep deprivation appears to impact translation initiation rather than elongation as sleep deprivation decreases the association of the cap binding protein eIF4E with eIF4G [22]. Interestingly, researchers found that the effects of sleep deprivation on protein synthesis and long-term spatial memory were mitigated through overexpression of 4EBP2 in excitatory neurons, suggesting that sleep deprivation primarily affects memory consolidation through suppression of translation in excitatory neurons [22]. We hypothesized that sleep deprivation regulates gene expression at multiple levels from transcription to RNA processing to translation and post-translational modifications. Recent research of synaptic transcripts and proteins in the forebrain lends support to this hypothesis with the finding that sleep deprivation dampens rhythms in the synaptic proteome and eliminates most rhythms in phosphorylation for synaptic proteins [23, 24]. However to date, it has been difficult to identify the subset of genes most affected at the protein level as most studies measuring protein abundance after sleep deprivation in a specific brain region have focused on individual proteins [25, 26],

Translating ribosome affinity purification combined with unbiased RNA sequencing (TRAP-Seq) has become a powerful technique for identification of the translatome, the set of mRNA transcripts bound to ribosomes, in a cell-type specific manner [27–31]. The development of mouse lines with labeled ribosomes has advanced the use of TRAP-Seq for cell-type specific analysis of behavior and disease models [28, 30, 32–35]. In the hippocampus, the CaMKIIα-Cre transgene has been used to specifically express the HA-tagged ribosomal protein Rpl22 at endogenous levels in excitatory neurons [32]. Taking advantage of this technique, we investigated the effects of sleep deprivation downstream of transcription at the level of the ribosome.

After initial verification that the TRAP technique de-enriched for mRNA transcripts in glia and inhibitory neurons with similar results between males and females, we investigated the effects of 5 h sleep deprivation on ribosome-associated RNA. We identified 198 transcripts that were significantly different in abundance in the pool of ribosome-bound mRNA following sleep deprivation, finding 132 upregulated genes enriched for functions in protein processing, unfolded protein response and misfolded protein binding, while the 68 downregulated genes preferentially affected circadian rhythms and voltage-gated potassium channel activity. We determined that 56 of these genes had multiple isoforms, with 54 having one transcript differentially regulated while the other transcript(s) was unchanged after sleep deprivation. Through comparison with previously published hippocampal data on differential gene transcript levels after acute sleep deprivation [10], we found that significant differences exist between total RNA and ribosome-bound transcripts after sleep deprivation with considerably fewer differentially expressed genes detected after sleep deprivation in the TRAP-Seq data. Surprisingly, there were only 49 genes regulated similarly in the transcriptome and the translatome after sleep deprivation. Analysis of the genes that were not differentially expressed at the level of the ribosome, but were in the transcriptome, revealed these genes to be involved in transcription, histone deacetylase activity and small GTPase protein binding. In contrast, the genes that were differentially regulated in the translatome were involved in unfolded protein binding, kinase inhibitor activity and circadian rhythms. Our results highlight the multiple levels through which sleep deprivation impacts gene regulation.

## Materials and methods

### Animals

Female RiboTag mice B6N.129-*Rpl22*^*tm1.1Psam*^/J (Jackson Laboratory Stock 011029) were crossed with male B6.Cg-Tg(CaMKIIα-Cre)T29-1Stl/J (Jackson Laboratory Stock 005359) mice to generate CaMKIIα-Cre:RiboTag progeny with targeted HA-tagged Rpl22 expression in excitatory neurons. Mice were group housed in a 12-h light/12 h-dark cycle room with temperature and humidity controlled (22 °C and 55 ± 5%, respectively) and ad libitum access to food and water. Experiments with male and female mice were conducted independently. All animals were genotyped prior to use in experiments. All experiments at the University of Iowa were approved by the University of Iowa Institutional Care and Use Committee and conducted in accordance to National Institute of Health guidelines.

### Immunohistochemistry

Immunohistochemistry using an antibody to the HA tag was used to confirm the pattern of transgene expression in the CaMKIIα-Cre:RiboTag mice. Following sedation with isoflurane, animals were perfused with PBS and 4% paraformaldehyde in PBS. Whole brains were fixed in 4% paraformaldehyde in PBS at 4 °C for 2 h and then placed in 30% sucrose in PBS for 48–72 h. Cryosectioned slices (30 microns) were stored in well plates in a PBS cryroprotectant solution (150 g sucrose, 150 ml ethylene glycol in total volume of 500 ml). For antibody staining, slices were rinsed three times in PBS, permeabilized with Triton-X, blocked for 1 h with normal goat serum (Invitrogen) at room temperature on a rotating shaker, then incubated overnight at 4 °C with Anti-HA.11 Epitope Tag antibody (Biolegend). Sections were washed three times in PBS, incubated at room temperature for 2 h with the secondary antibody Alexa Fluor 488 goat anti-mouse (Invitrogen), washed three times in PBS and mounted on slides with ProLong Diamond Antifade Mountant with DAPI (Thermofisher). Imaging was done on a Leica SPE Confocal Microscope (Leica).

### Sleep deprivation

Sleep deprivation was performed as previously described using gentle handling [10, 17, 22]. Briefly, 1 week prior to experiments, animals were single housed with corncob bedding with water bottles and ad libitum access to food. Animals were gently handled through tapping of the cages and cage shakes for 3 min for 3 days prior to the scheduled experiment [13, 36]. All sleep deprivation was performed starting at the beginning of the light–dark cycle to avoid circadian confounds. Sleep deprivation was performed for 5 h using gentle handling through cage tapping and then cage shakes as necessary. To ensure that only the minimal amount of disturbance was used to achieve sleep deprivation, animals were monitored continuously. In all experiments, control (non-sleep deprived) animals were sacrificed at the same time as experimental animals. Following sleep deprivation, hippocampi were dissected from experimental and control animals and flash frozen using dry ice.

### TRAP RNA extraction

Ribosome-associated mRNA was immunoprecipitated as previously described [28, 37]. Hippocampi from two mice were pooled and homogenized in 1.25 ml homogenization buffer (50 mΜ Tris–HCl pH 7.4, 100 mΜ KCl, 12 mΜ MgCl_2_, 1% NP40, cycloheximide 100 μg/ml, heparin 1 mg/ml, Halt Protease Inhibitor Thermofisher 10 μl/ml, Promega RNAsin 5 μl/ml, 1 mΜ DTT) on ice. Samples were centrifuged (10 min, 10,000*g*, 4 °C) and then an 80 μl sample from the supernatant was removed for total RNA comparison. The supernatant was incubated with 5 μl Anti-HA.11 Epitope Tag antibody (Biolegend) for 4 h at 4 °C and then with Pierce Protein A/G magnetic beads (Thermofisher) for 17 h incubation at 4 °C. Supernatant was removed from the beads using a magnetic rack on ice. Beads were washed three times (10 min each) with high salt buffer (50 mΜ Tris pH 7.4, 300 mΜ KCl, 12 mΜ MgCl_2_, 1% NP40, cycloheximide 100 μg/ml, 1 mΜ DTT), RNA eluted from the beads using 350 μl of RLT buffer from the RNAeasy Micro kit (Qiagen) and subsequently processed using manufacturer’s directions for RNA extraction. The RNAeasy Micro kit (Qiagen) was also used to elute total RNA from the 80 μl homogenate. DNAse reactions were performed on columns. RNA concentration and quality were initially assessed using a Nanodrop (Thermo Fisher Scientific).

### Library preparation

RNA quality was assessed using a BioAnalyzer (Agilent). RNA library preparation from TRAP samples of sleep deprived (n = 6 samples) and non-sleep deprived (n = 5 samples) mice were prepared at the Iowa Institute of Human Genetics (IIHG), Genomics Division, using the Illumina TruSeq Stranded Total RNA with Ribo-Zero gold sample preparation kit (Illumina, Inc., San Diego, CA). Library concentrations were measured with KAPA Illumina Library Quantification Kit (KAPA Biosystems, Wilmington, MA). Pooled libraries were sequenced on Illumina NovaSeq 6000 sequencers with 150-bp Paired-End chemistry (Illumina) at the IIHG core, resulting in an average of 86,763,851 reads per sample in the non-sleep deprived mice and 90,710,358 reads per sample after sleep deprivation. The dataset supporting the conclusions of this article is available in the NCBI’s Gene Expression Omnibus repository, GEO Series accession GSE156925.

### TRAP-Seq analysis

Sequencing data was processed with the reads trimmed, aligned and quantified according to the MUGQIC RNA-seq pipeline (bitbucket.org/mugqic/genpipes/src/master/pipelines/rnaseq). Briefly, raw reads quality trimming and removing of Illumina adapters was performed using Trimmomatic v0.36 with parameters ILLUMINACLIP:adapters-truseq.fa:2:30:15:8:true TRAILING:30 MINLEN:32 [38]. The remaining reads were then aligned to the Mus musculus reference genome (mm10) with STAR v2.7.5 [39] and a raw count matrix for all the samples was generated using HTSeq-counts in mode—intersection-nonempty with the default parameter—nonunique none. Therefore the reads that overlap more than one feature are counted as ambiguous and not counted for any features [40]. All further analyses were performed using R version 3.6.0 [41]. We eliminated any genes that were not detected to increase rigor of analysis. For gene level count data, the R package EDASeq was used to normalize for sequencing depth through upper quartile normalization. Differential expression analysis was conducted using edgeR [42] and adjusted for multiple comparisons. Analysis code available through Github at https://github.com/YannVRB/Sleep-deprivation-and-protein-translation-TRAP-seq.git.

Enrichment analysis of DEG-associated pathways and molecular functions from the microarray or the TRAP data was performed with a combination of Kyoto Encyclopedia of Genes and Genomes (KEGG) and the Gene Ontology (GO–molecular function-EBI-Uniport-GOA-) databases. The analyses were done with the Cytoscape (version.3.8.0, https://cytoscape.org/) [43] plug-in ClueGO (version 2.5.6) [44]. Only the pathways with a p-value < 0.05 and gene counts ≥ 3 were considered as significant and displayed. To connect the terms in the network, ClueGO utilizes kappa statistics in which here was set as ≥ 0.4. PANTHER Molecular function was used for enrichment analysis of the 49 common genes (Fig. 3). Data was visualized using NetworkAnalyst (www.networkanalyst.ca). Chord diagram was generated and visualized using NetworkAnalyst.

### Quantitative real-time PCR

cDNA was prepared from 100 to 400 ng of RNA using Superscript IV First-Strand Synthesis (Ambion) according to manufacturer’s instructions using random hexamers. Reverse transcriptase free reactions and RNA absent reactions were performed as controls. qPCR was performed using SybrGreen Master Mix (Thermo Fisher Scientific) with reactions run using the Quant Studio 7 Real-Time PCR System (Thermo Fisher Scientific) using specific primers (Additional file 2: Table S5).

### Statistical analyses

All statistical analyses were performed using Graphpad Prism. IP enrichment was analyzed using a mixed effect model with Sidak post-hoc analysis. Unpaired Student’s t-test was applied for qPCR validations of gene expression. Results were expressed as means ± SEM. Values of p < 0.05 were considered as statistically significant.

## Results

### Isolation of ribosome-associated RNA transcripts from hippocampal CaMKIIα expressing neurons

To isolate ribosome-associated mRNA transcripts associated in excitatory neurons, we used the RiboTag mouse with ribosomal protein Rpl22 labeled with a hemagglutinin epitope ([28]; Jackson Laboratory Stock 011029) crossed with CaMKIIα mice (Jackson Laboratory Stock 005359) to generate mice with expression of the HA-tagged Rpl22 in neurons expressing *CaMKIIα* (Fig. 1a), a technique previously used to identify translating mRNAs during hippocampal synaptic plasticity [32]. The specificity of the expression of the Rpl22-HA tag was verified using immunohistochemistry with an anti-HA antibody in both male and female mice (2–3 months of age, Fig. 1b). As expected, the HA tag appeared almost exclusively in excitatory neurons in both male and female mice. Following immunoprecipitation of whole hippocampal homogenates with an anti-HA antibody and RNA extraction, we compared the TRAP RNA samples with total RNA input samples to determine immunoprecipitation efficiency. We performed qPCR using *GFAP* as a marker for glial cells and *GAD1* as a marker for inhibitory neurons, finding that the TRAP samples were significantly de-enriched for *GFAP* and *GAD1* compared to total input RNA samples, whereas *CaMKIIα* remained high (Fig. 1d, e). We confirmed that sleep deprivation through gentle handling for 5 h (Fig. 1c) did not affect the de-enrichment of glial cells and inhibitory neurons in the TRAP samples with no differences seen for marker genes between samples prepared from sleep deprived or non-sleep deprived animals (Fig. 1d, e).

**Fig. 1:**
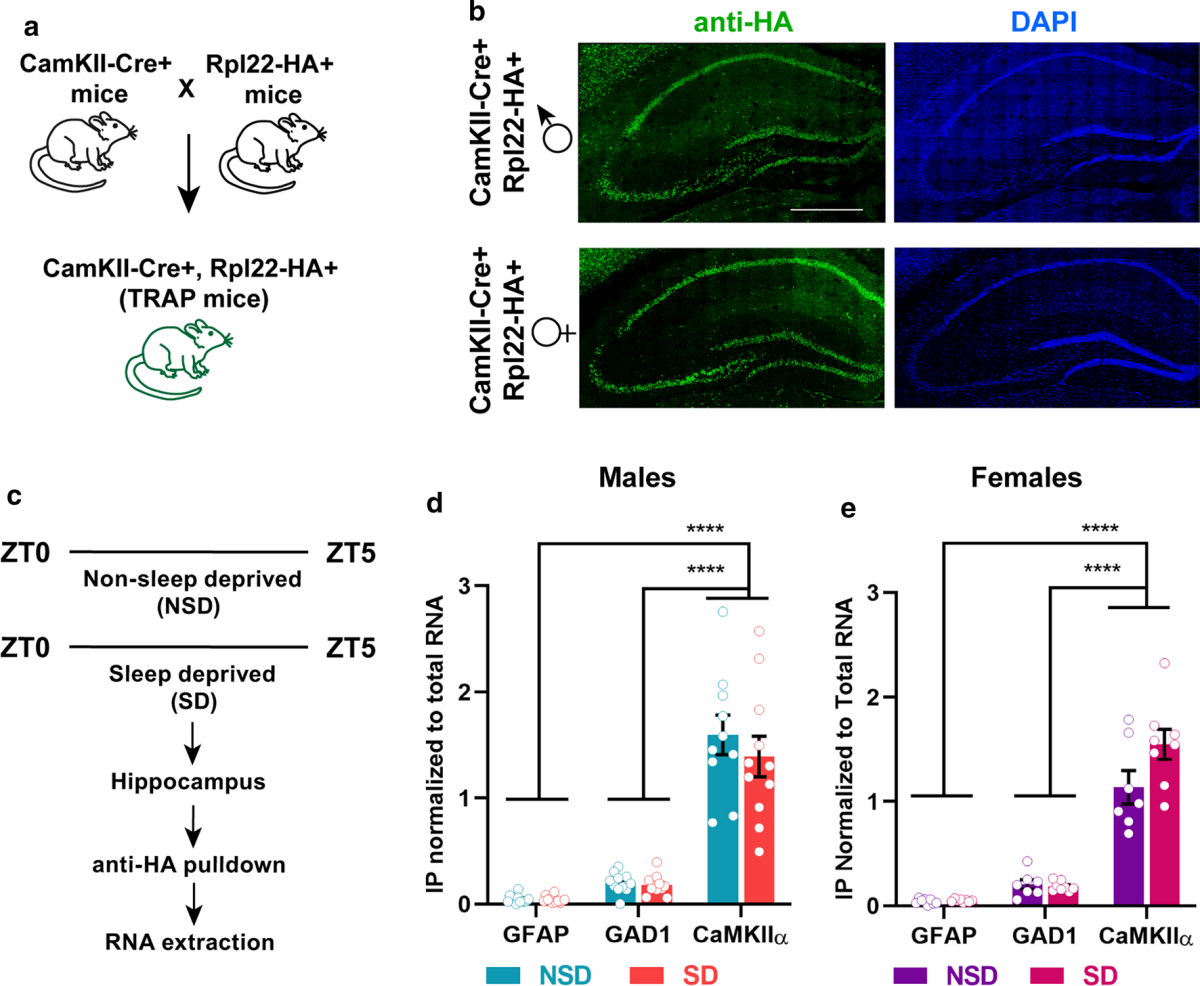
TRAP approach efficiently enriches for ribosome-associated mRNA transcripts from excitatory neurons in the mouse hippocampus. **a** CaMKIIα-Cre mice were crossed with Cre responsive Rpl22-HA mice. Male and female progeny (CaMKIIα-Cre:RiboTag) were used for all subsequent experiments. **b** Immunofluorescence images using anti-HA antibody (green) and DAPI (blue) from CaMKIIα-Cre:RiboTag mice shows expression of Rpl-22-HA expression in mouse hippocampus from male and female mice aged 2–3 months. All images have the same magnification with the scale bar shown indicating 500 microns. **c** CaMKIIα-Cre:RiboTag mice were either sleep deprived for 5 h (from ZT0 to ZT5) or non-sleep deprived, and hippocampus were dissected and processed for ribosome affinity purification of transcripts using anti-HA antibody. **d**, **e** qPCR analysis of immuno-pulldown efficiency revealed enrichment of *CaMKIIα* (excitatory neuronal marker gene) compared to GAD1 (interneuron marker gene) and *GFAP* (glial marker gene) in CamKIIα-Cre:RiboTag males (**d**) and females (**e**). Males: Mixed-effect analysis revealed no significant interaction between “Condition (SD or NSD)” and “Genes (IP enrichment)” F (2, 39) = 0.6336, p = 0.5361. Significant main effect of “Genes” F (1.024, 19.97) = 131.9, p < 0.0001 was observed, while no significant main effect of “condition” F (1, 22) = 0.6307, p = 0. 0.4356 was observed. Sidak multiple comparisons revealed significant difference between: *GFAP* vs. *CaMKIIα*: p < 0.0001, *GAD1* vs. *CaMKIIα*, p < 0.0001. Females: Mixed-effect analysis revealed significant interaction between “Condition (SD or NSD)” and “Genes” F (2, 26) = 4.338, p = 0.0237. Significant main effect of “Genes”: F (1.055, 13.72) = 149.9, p < 0.0001, while no significant main effect of “Condition”: F (2, 39) = 0.6336, p = 0.5361 was observed. Sidak multiple comparisons revealed significant difference between: *GFAP* vs. *CaMKIIα*, p < 0.0001, *GAD1* vs. *CaMKIIα*, p < 0.0001

### Sleep deprivation induces changes in the subsets of RNA transcripts associated with ribosomes

To determine whether sleep deprivation induced differential expression of mRNA transcripts in the translatome, we performed acute sleep deprivation from ZT 0 to ZT 5 on CaMKIIα-Cre:RiboTag male mice (2–3 months old). Hippocampi from sleep deprived and non-sleep deprived mice were dissected at the same time to avoid differences in gene expression due to circadian regulation (Fig. 1c). Following immunoprecipitation and extraction of TRAP RNA (2 animals pooled per sample), we used an unbiased RNA sequencing approach and the MUGQIC RNA-seq pipeline [45] to identify and analyze differential gene expression. 

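Ribosome-associated RNA from hippocampal excitatory neurons was sequenced in 11 libraries, 5 from non-sleep deprived (NSD) and 6 from sleep deprived (SD) male mice, each pooled from 2 mice. The authors aligned the reads to the mouse genome build mm10 with STAR, counted them with HTSeq-count, and deposited the raw counts of 63244 UCSC transcripts without normalization. Reads that overlapped more than 1 transcript were left out of these counts and kept in a separate tally of ambiguous reads, which took between 37.25% and 51.95% of the reads of a library. Between 22.82% and 31.94% of the reads were counted on a transcript. The number counted on transcripts ranged from 22074914 to 25984063 in the NSD libraries, with a median of 24169899, and from 24139337 to 29549339 in the SD libraries, with a median of 26815440 (two-sided exact permutation test, p = 0.0563). Between 27942 and 30282 transcripts had at least 1 count in a library. NSD replicate 2 differed from the other libraries in that 12.3% of its reads did not align to a single place in the genome, against 5.88% to 6.23% in the others.

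The abundance of each transcript was expressed as CPM, its counts scaled to the size of the library times an upper-quartile normalization factor. The log2 CPM of 2 libraries correlated across transcripts with r between 0.978 and 0.986 within the NSD group, between 0.970 and 0.986 within the SD group, and between 0.973 and 0.986 across the groups. In a principal component analysis, the first component carried 35.9% of the variance and its scores did not differ between the groups (exact permutation test, p = 0.833). The second component carried 8.84% and separated the SD from the NSD libraries (exact permutation test, p = 0.00216, the smallest p that 5 libraries against 6 allow).

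The deposited counts carry no gene names. Transcripts were named from the statistics that Additional file 2 lists for them: a name was given where exactly 1 transcript had the listed fold change, abundance and likelihood ratio (Tables S1 and S2) or the listed fold change (Tables S3 and S4), which named 2259 transcripts of 2113 genes. Differential expression was tested for the 29599 transcripts with at least 1 count in at least 5 libraries, with upper-quartile normalization factors and edgeR's two-sided quasi-likelihood test. Single genes were also compared by a two-sided exact permutation test of their CPM.

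**Figure D1:**
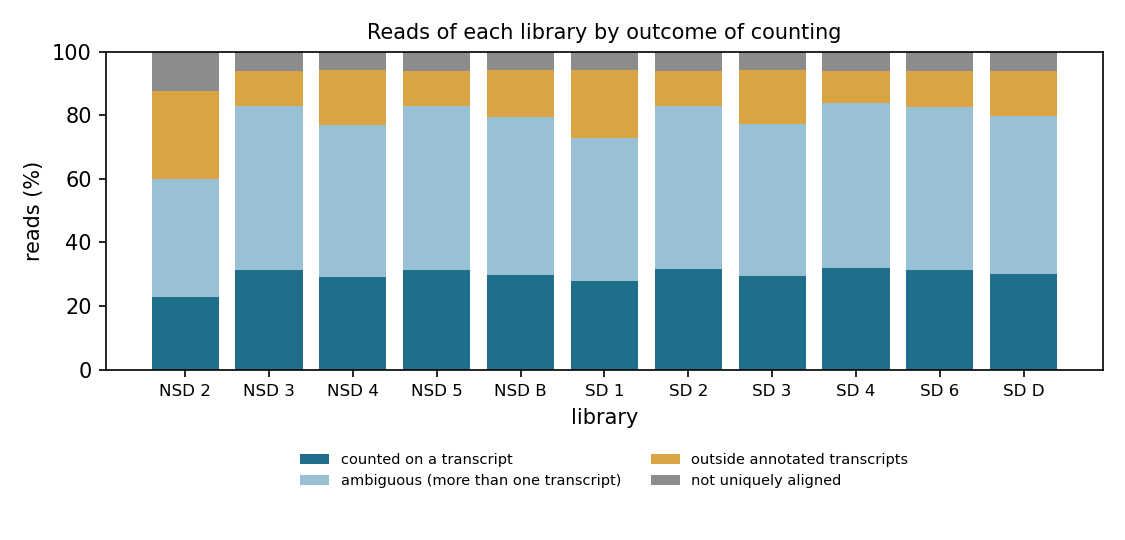
Percent of the reads of each of the 11 libraries (x axis, NSD and SD replicates) that were counted on 1 transcript, ambiguous between transcripts, outside annotated transcripts, or not aligned to a single place (stacked bars, y axis). NSD replicate 2 has the lowest share counted on a transcript, 22.82%.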

Using a stringent criterion for significance (False Discovery Rate (FDR) < 0.05) to avoid false positives, we found differentially expressed transcripts representing 200 genes, with 132 significantly upregulated and 68 significantly downregulated (Fig. 2a, Additional file 2: Table S1). 

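At FDR < 0.05, 15 transcripts were differentially expressed, 13 of them upregulated and 2 downregulated, and 13 of the 15 are among the 200 that Table S1 lists at this threshold. At an unadjusted p below 0.05 there were 1317 of the 29599 transcripts tested, less than the share of 0.05 that chance alone would give. Of the 200 transcripts of Table S1, 200 changed in the listed direction and 198 had an unadjusted p below 0.05. Adjusted over these 200 alone, 197 passed the threshold, which shows no stability because the list was called on the same libraries. Their log2 fold changes ranged from -1.90 to 1.26, with a median size of 0.39.

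The largest rise past the threshold with no overlap between the groups was that of *Gm12940* (uc008uub.1), a gene on chromosome 4 from 127033731 to 127049398. Its abundance was 7.79 ± 0.982 CPM (SD, n = 5 libraries) in NSD and 14.8 ± 2.48 CPM (SD, n = 6 libraries) in sleep deprived mice, a log2 fold change of 0.93 (standard error 0.13, FDR = 0.0139 from edgeR's quasi-likelihood test). An exon of *Gm12940* overlaps an exon of *Zmym1* on the other strand. The 2 transcripts of *Slc44a5* rose as well (chromosome 3, 153973436 to 154271722), with log2 fold changes of 0.86 (uc008rul.1) and 0.78 (uc008ruk.1). A transcript without a name here, uc007isp.2, rose by 0.81 on the log2 scale. *Sox11* (uc007nfn.2, chromosome 12, 27334264 to 27342574) rose from 71.7 ± 6.06 CPM (SD, n = 5) to 113.3 ± 15.7 CPM (SD, n = 6), a log2 fold change of 0.66. The 2 downregulated transcripts were those of *Cirbp* and *Tiam1*. *Tiam1-207* (uc007zvx.1, chromosome 16, 89791685 to 89799990) fell from 9.21 ± 1.00 CPM (SD, n = 5) to 5.28 ± 0.774 CPM (SD, n = 6), a log2 fold change of -0.80 (standard error 0.132, FDR = 0.0232 from edgeR's test). Its value in SD replicate 4, 3.78 CPM, lay apart from those of the other SD libraries.

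The number of differentially expressed transcripts moved most, to 773, with the first principal component as a covariate, a setting chosen after seeing the data. Among the alternatives set in advance it moved most with the filter on low counts: with only the 15757 transcripts that had at least 10 counts in every library, 311 passed the threshold, 200 upregulated and 111 downregulated. The upregulated share, 86.7%, was 70.7% among the 133 transcripts called with DESeq2's size factors and Wald test, and 66.2% among the 275 called after the counts were rescaled to a common upper quartile and tested with edgeR's likelihood ratio test. It was 56.9% among the 65 called with the likelihood ratio test alone, and 33.3% among the 33 called when 1 count in 1 library was enough, where 11 were upregulated and 22 downregulated. Leaving out each library in turn gave between 1 and 69 transcripts, and without SD replicate 2 there were 7 upregulated and 12 downregulated. Replicates 2, 3 and 4 occur in both groups. With the replicate number as a block over these 6 libraries, 6 transcripts passed the threshold, 4 upregulated and 2 downregulated, against 3 without the block, and *Fos* was among those past it, with a log2 fold change of 1.26. The same-numbered NSD and SD libraries had deviations from their group means with a mean correlation of -0.301, against a mean of 0.0333 for pairs with other numbers, which ranged from -0.427 to 0.417. Same-numbered libraries thus were not seen to vary together. With so few pairs, which lie at opposite ends of the first principal component, a pairing is not excluded.

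The paper states that sleep deprivation changed considerably fewer genes at the level of translation than earlier work on gene transcription would predict.

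**Figure D2:**
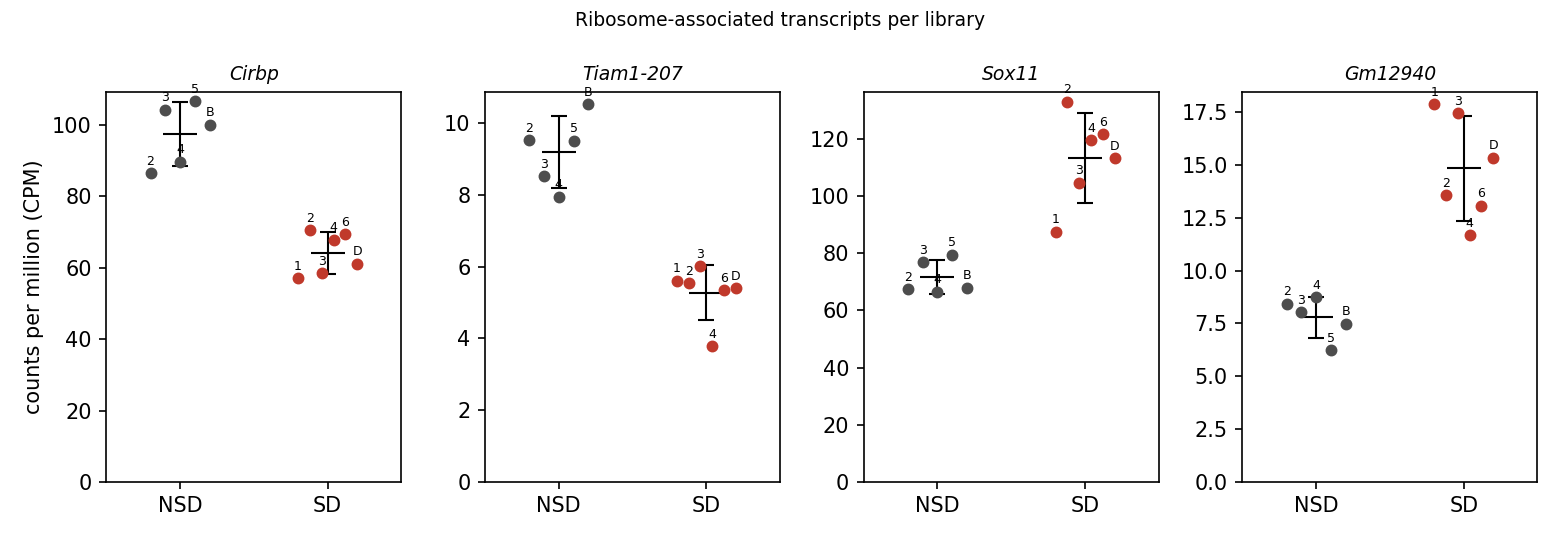
Abundance in CPM (y axis) of *Cirbp*, *Tiam1-207*, *Sox11* and *Gm12940* in each NSD and SD library (points, labelled by replicate), with the mean and SD of each group. The NSD and SD libraries do not overlap for any of the 4 transcripts.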

Of note, considerably fewer genes were significantly impacted by sleep deprivation at the level of translation than would be predicted based on previous research reporting the effects of sleep deprivation on gene transcription [10, 19, 46].

**Fig. 2:**
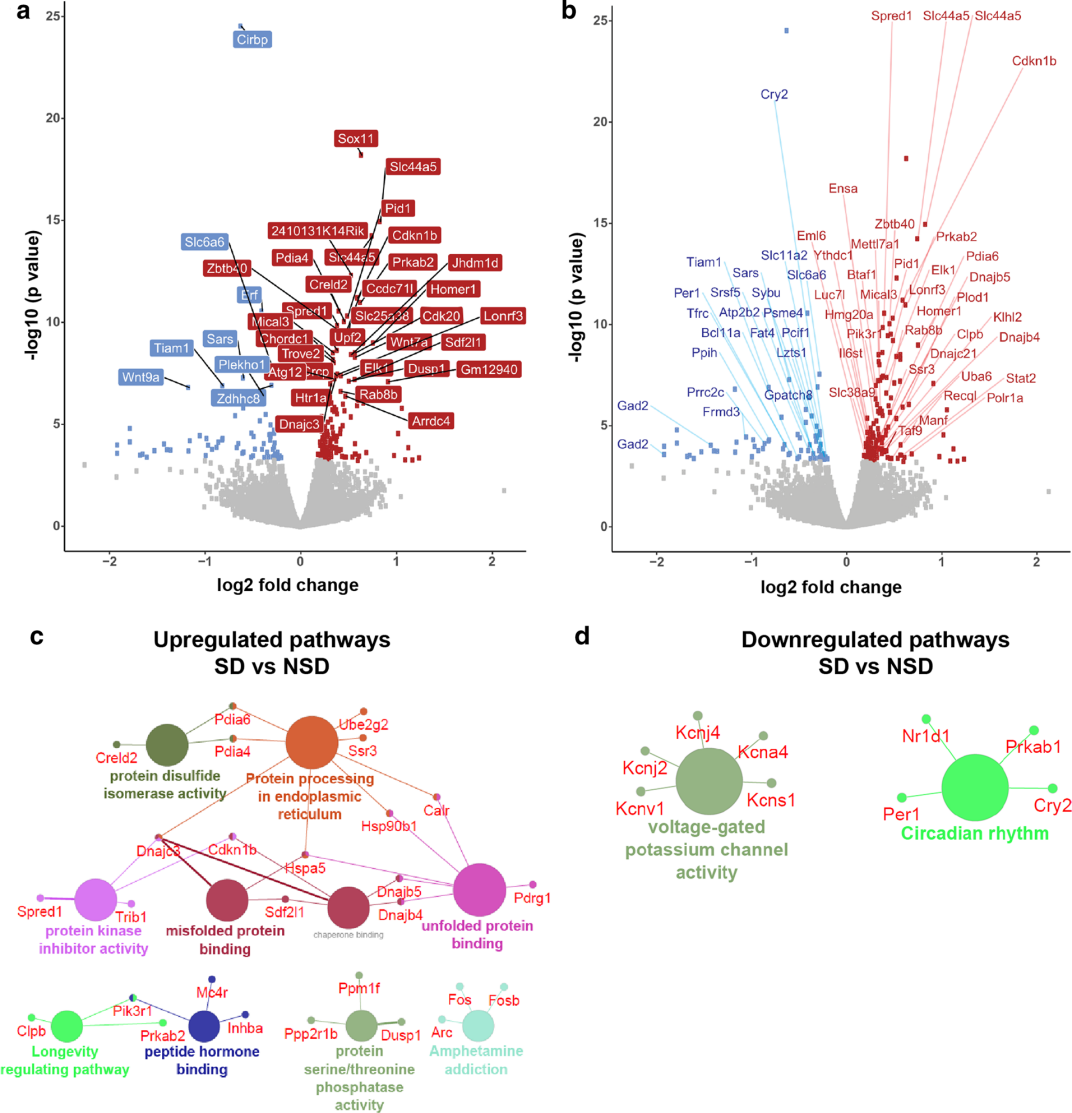
TRAP-Seq reveals differential transcript abundance in the translatome following sleep deprivation. **a** TRAP RNA extraction followed by RNA-seq from the whole hippocampus of sleep deprived and non-sleep deprived male mice (2 pooled per sample) revealed differential expression of ribosome-associated mRNA transcripts. Volcano plot with a threshold of FDR < 0.05 of the transcripts significantly differentially expressed (up-regulated in red, down-regulated in blue, non-significant in grey). The 20 most significantly differentially expressed genes (DEGs) are labeled. **b** Volcano plot showing differential expression of transcript variants. **c**, **d** Pathway analysis (KEGG and GO:molecular function terms) of all the upregulated genes were involved in the protein processing in ER, unfolded protein binding, misfolded protein binding, protein kinase inhibitor activity among the upregulated pathways (**c**), while voltage gated potassium channel activity and circadian rhythms were among the downregulated pathways (**d**)

For many genes, including those associated with learning and memory or sleep, alternative splicing generates multiple mRNA transcripts [47–50]. However, it can be difficult to determine whether the products of differential splicing seen at the transcript level are translated. TRAP-Seq facilitates the identification of alternative splicing transcripts that may have functional significance as these transcripts are bound to ribosomes. We analyzed the differentially expressed genes following sleep deprivation using the TRAP data set to identify alternative transcripts associated with the ribosomes. We found that 56 of the differentially expressed genes have multiple isoforms (Fig. 2b, Additional file 2: Table S2). Interestingly, the vast majority of these genes (95%) had one transcript that was differentially expressed after sleep deprivation while the other isoform(s) were not regulated by sleep deprivation. 

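Table S2 lists 128 transcripts of 54 genes, and each matched 1 transcript of the deposited counts. Because reads shared by several transcripts were not counted, these counts come from the parts of a transcript that no other transcript covers. Relative use of the transcripts of a gene was tested with edgeR's diffSpliceDGE, which asks whether the log2 fold change of 1 transcript differs from that of the others of the same gene. It differed in 11 of the 54 genes at FDR < 0.05 (*Prrc2c*, *Ppih*, *Homer1*, *Ak6*, *Frmd3*, *Tiam1*, *Polr1a*, *Mical3*, *Pid1*, *Anks1b* and *Recql*), and in 17 at an unadjusted p below 0.05. With TMM normalization it differed in 14 genes, and in 13 of the 40 genes left when at least 10 counts were required in every library. In 52 of the 54 genes Table S1 calls 1 transcript and not another on these same libraries, a choice that favours such differences. Of 80 splits of the libraries, the real one included, 12 gave at least 11 genes. Of the 2 transcripts of *Ppih* (chromosome 4, 119300010 to 119320546), *Ppih-205* (uc008uly.2) fell from 2.49 ± 0.361 CPM (SD, n = 5) to 1.43 ± 0.197 CPM (SD, n = 6), while *Ppih-201* (uc008ulw.2) had 1.03 ± 0.267 CPM (SD, n = 5) in NSD and 1.38 ± 0.428 CPM (SD, n = 6) in sleep deprived mice. Their log2 fold changes were -0.80 (exact permutation test, p = 0.00216) and 0.43 (exact permutation test, p = 0.154). Counted by single transcripts, as differentially expressed or not, 4 genes had 1 transcript past FDR < 0.05 and another that was not. This count was 17 with TMM normalization, 41 with edgeR's filterByExpr and 35 with DESeq2.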

We did not find any genes for which different transcripts were regulated in opposite directions after sleep deprivation. These results are consistent with the hypothesis that sleep deprivation specifically regulates a subset of genes downstream of transcription resulting in changes in mRNA translation.

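By the sign of the log2 fold change alone, 21 of the 54 genes had transcripts that moved in both directions, whether or not a change exceeded the spread between libraries. In the 52 genes with a transcript that Table S1 calls and another that it does not, 44 of the 72 uncalled transcripts had the sign of the called one. The median size of the log2 fold change was 0.38 for the called transcripts. For the uncalled ones, the median in the direction of the called transcript was 0.04.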

We separately analyzed the upregulated and downregulated transcripts after sleep deprivation using KEGG and the GO–molecular function (GO:MF) terms to determine potential molecular functions and pathways (Fig. 2c, d). 

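Fig. 2c names 13 genes under protein processing in the endoplasmic reticulum (ER) and related terms. The transcripts that Table S1 calls for these genes all rose, with log2 fold changes from 0.24 to 0.59, and each had an unadjusted p below 0.05, as these genes were called on the same libraries. Their direction was the same with the replicate block, with log2 fold changes from 0.35 to 0.62. At FDR < 0.05, 1 of the 13 passed, *Creld2* (uc007xep.1, chromosome 15, 88819646 to 88826683), with 21.6 ± 1.61 CPM (SD, n = 5) in NSD and 30.1 ± 2.23 CPM (SD, n = 6) in sleep deprived mice, a log2 fold change of 0.48 (standard error 0.086, FDR = 0.0439 from edgeR's test). With edgeR's filterByExpr in place of the filter used here 12 passed, and with DESeq2 8 passed. *Pdia4* (uc009btf.1, chromosome 6, 47796141 to 47813430), a protein disulfide isomerase, rose from 177.2 ± 17.2 CPM (SD, n = 5) to 237.7 ± 23.1 CPM (SD, n = 6), a log2 fold change of 0.42 (standard error 0.0956, FDR = 0.175 from edgeR's test), and it passed the threshold with filterByExpr (FDR = 0.000929) and DESeq2 (FDR = 6.34e-05). For the pairing by replicate number behind the block, the deviations of same-numbered libraries had correlations of -0.26, -0.287 and -0.356. Among the SD libraries *Dnajb4* was lowest in replicate 1, at 9.89 CPM.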

Genes for the ribosome-associated mRNA transcripts upregulated by sleep deprivation include pathways involved in protein processing, misfolded protein binding and the unfolded protein response. 

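The 5 potassium channel genes of Fig. 2d, *Kcnj4*, *Kcna4*, *Kcnj2*, *Kcns1* and *Kcnv1*, had log2 fold changes from -0.41 to -0.23, with unadjusted p below 0.05 for each. Their FDR ranged from 0.22 to 0.954, and 5 of the 5 passed FDR < 0.05 with edgeR's filterByExpr, but 2 with DESeq2. *Kcnj2* (uc007mdw.2, chromosome 11, 111066164 to 111076821), an inward rectifier channel, fell from 63.7 ± 9.30 CPM (SD, n = 5) to 47.96 ± 3.48 CPM (SD, n = 6) (exact permutation test, p = 0.00433). The 4 circadian genes of the same panel, *Nr1d1*, *Prkab1*, *Per1* and *Cry2*, had log2 fold changes from -0.64 to -0.19, of which 3 had an unadjusted p below 0.05. Their FDR ranged from 0.238 to 1, so 0 of the 4 passed FDR < 0.05, against 3 with filterByExpr and 2 with DESeq2. *Prkab1* (uc008zew.1, chromosome 5, 116013586 to 116024508) fell from 24.2 ± 1.59 CPM (SD, n = 5) to 19.8 ± 1.22 CPM (SD, n = 6) (FDR = 0.478 from edgeR's test; exact permutation test, p = 0.00649). *Cry2-201* (uc008kxy.2, chromosome 2, 92403646 to 92434043) had 176.7 ± 14.4 CPM (SD, n = 5) in NSD and 154.9 ± 17.6 CPM (SD, n = 6) in sleep deprived mice, and its exact permutation test gave p = 0.0758. *Cry2-201* had an FDR of 1 from edgeR's test, and it passed FDR < 0.05 with filterByExpr (FDR = 0.012), with at least 10 counts in every library and with counts rescaled to a common upper quartile.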

Interestingly, we found two major clusters of downregulated genes, those associated with voltage-gated potassium channel activity and those associated with circadian regulation.

### Impacts of sleep deprivation on gene regulation differ between the transcriptome and the translatome

To determine whether sleep deprivation affects the subset of mRNAs associated with the ribosome independent of the effects of sleep deprivation on gene transcription, we performed a comparative analysis of differential gene expression after acute sleep deprivation from our TRAP-Seq experiments with a previously published data set from our lab of differential gene expression in the whole hippocampus after acute sleep deprivation [10]. This microarray data set (GEO accession GSE33302) was used for comparison as the method of handling prior to the experiment and during sleep deprivation was performed similarly. Although the timing of sleep deprivation was different for the microarray experiments with sleep deprivation performed for five hours starting between ZT 4 and ZT 6, the microarray data set was verified, in part by Vescey and colleagues through qPCR following experiments in which sleep deprivation was performed from ZT 0 to ZT 5 [10]. We analyzed the microarray data set from GEO using the available GEO2R function as has been done in other recently published studies [51, 52] to find differentially expressed genes and genes not affected by sleep deprivation. Surprisingly, we found only 49 genes that were differentially expressed after sleep deprivation in common between the two data sets (Fig. 3a) suggesting that sleep deprivation independently impacts the downstream steps of RNA processing and translation. It should be noted that the microarray transcriptome data set was based upon gene expression from the whole hippocampus including glial cells and inhibitory neurons, therefore, it may not be completely unexpected that the microarray data set contains a greater number of differentially expressed genes. 

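The transcripts of the 49 genes called in both data sets had log2 fold changes from -1.15 to 1.09 in the TRAP-Seq counts, with a median size of 0.38. The highest was that of *Fos*.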

As illustrated through a Chord Diagram, the range of up and downregulation appeared narrower in the TRAP data set than in the whole transcriptome (Fig. 3b). 

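For the 49 genes in common, 37 higher and 12 lower in the microarray, the log2 fold change in the TRAP-Seq counts had the sign shown in Fig. 3c in 49 of 49. It kept that sign under each alternative normalization, filter and test and without any 1 of the libraries, but these genes were chosen because both data sets call them. At FDR < 0.05, 4 of the 49 passed, and 43 passed with edgeR's filterByExpr. *Fos* (uc007oha.2, chromosome 12, 85473890 to 85477273), an immediate early gene, rose from 22.0 ± 8.49 CPM (SD, n = 5) to 46.97 ± 9.79 CPM (SD, n = 6), with a standard error of 0.201 on its log2 fold change and FDR = 0.052 from edgeR's test (exact permutation test, p = 0.00649). *Nr4a1* (uc007xsv.2, chromosome 15, 101254269 to 101274795) rose from 130.8 ± 30.2 CPM (SD, n = 5) to 195.4 ± 45.3 CPM (SD, n = 6), a log2 fold change of 0.58 (exact permutation test, p = 0.0346). *Upf2* (uc008igc.1, chromosome 2, 5951469 to 6056703), a gene of nonsense-mediated decay, rose from 117.5 ± 9.27 CPM (SD, n = 5) to 155.8 ± 18.9 CPM (SD, n = 6), a log2 fold change of 0.41 (exact permutation test, p = 0.00866). With FDR of 0.407 for *Nr4a1* and 0.22 for *Upf2*, neither passed edgeR's test over all transcripts. DESeq2 called *Fos*, *Nr4a1* and *Upf2*, with FDR of 0.00542, 0.0438 and 0.000986, and filterByExpr called *Fos* and *Upf2*.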

Comparison of the common differentially regulated genes between both data sets revealed that the direction of change was maintained at the total RNA and the TRAP levels (Fig. 3c). Pathway analysis of the common gene set using PANTHER:MF suggests that these genes are primarily protein binding genes and activity dependent genes such as *Arc* and *Fos* (Fig. 3d). We performed independent sleep deprivation experiments in young adult female CamKIIα-Cre:Ribotag mice (2.5–3.5 months) and in a second cohort of slightly older adult male CamKIIα-Cre:Ribotag mice (4.5–7 months) and prepared TRAP RNA samples to confirm the findings from the TRAP-Seq experiments. We performed qPCR for five genes (*Fos*, *Arc*, *Nr4A1*, *Upf2* and *Cirbp*) that were differentially regulated in both the TRAP and the microarray data sets confirming the differential regulation in the TRAP data set (Fig. 3e, f). Although the magnitude of difference between sleep deprived and non-sleep deprived samples appears smaller in females, all genes were significantly different with the same directional change between male and female samples. Furthermore, we confirmed the upregulation of *Arc* following sleep deprivation in the hippocampal transcriptome using the total input RNA from the samples prepared from sleep deprived and non-sleep deprived young adult male mice that were used for the TRAP-Seq experiments (Additional file 1: Figure S1).

**Fig. 3:**
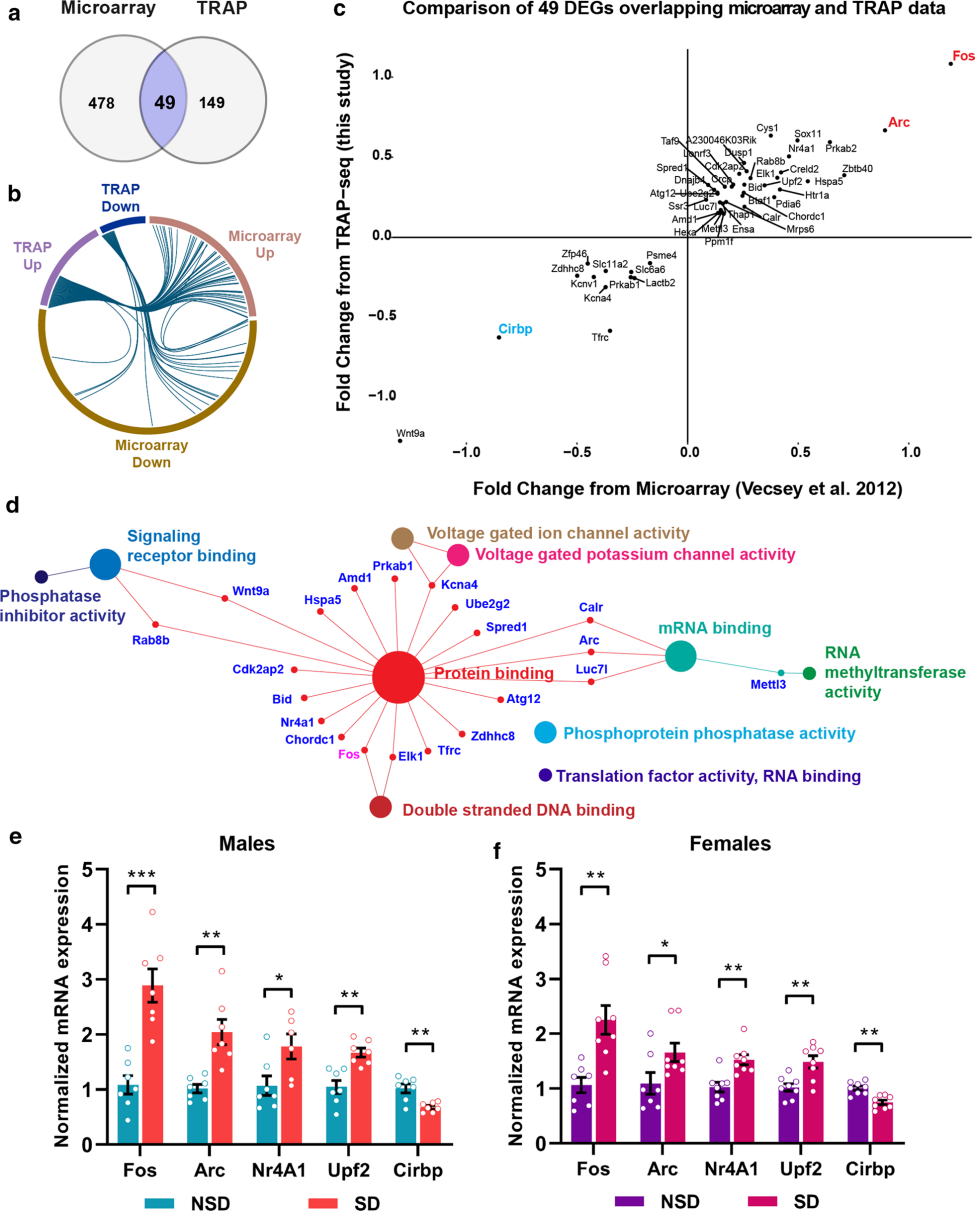
A limited number of genes are impacted similarly by sleep deprivation in the transcriptome and translatome. **a** Venn diagram representing the number of genes differentially expressed between total RNA (microarray) and ribosome-associated transcripts (TRAP) after SD identified 49 common genes, 478 genes only in microarray and 149 genes only in TRAP study. **b** Chord diagram showing comparison of gene expression between TRAP and microarray data from total RNA [10]. **c** Quadrant scatter plots showing the fold change (log2) of the 49 common genes differentially expressed between TRAP and microarray. **d** Pathway analysis of the 49 common genes using PANTHER Molecular function terms showing significantly enriched pathways. All the pathways displayed have a p-value < 0.05. **e**, **f** qPCR validation from independent cohort of animals shows increased expression of *Fos*, *Arc*, *Nr4A1* and *Upf2*, while downregulation of *Cirbp* in males (**e**) and females (**f**) upon sleep deprivation (SD) compared to non-sleep deprived mice (NSD). Unpaired t-test comparing SD vs NSD, males: *Fos*: p = 0.0002, *Arc*: p = 0.0011, *Nr4A1*: p = 0.0285, *Upf2*: p = 0.0010 and *Cirbp*: p = 0.0020, females: *Fos*: p = 0.0023, *Arc*: p = 0.0480, *Nr4A1*: p = 0.0016, *Upf2*: p = 0.0033 and *Cirbp*: p = 0.0005

### Impacts of sleep deprivation unique to the transcriptome

The finding that only a comparatively small number of genes were similarly regulated after sleep deprivation in the transcriptome and translatome raises additional questions. What are the genes regulated dissimilarly at the level of transcription or translation by sleep deprivation and do these discrete gene sets implicate distinct biological functions? In total, we found 478 genes differentially regulated in the hippocampal transcriptome [10] that did not appear in the list of differentially expressed transcripts in the TRAP-Seq data (Fig. 4a). However, as the TRAP-Seq protocol enriches for excitatory neurons, we would expect that genes exclusively expressed in glia or inhibitory neurons would not be present in the TRAP-Seq data. We found 280 genes that were differentially expressed in the transcriptome that were present in the TRAP-Seq data set at similar levels between experimental and control groups. We performed a more in-depth analysis of genes regulated only at the level of transcription focusing on genes with a more than 0.4 log_2_ absolute fold change in expression between the microarray and TRAP data set (Fig. 4b, Additional file 2: Table S3). 

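Table S3 lists 279 genes that were differentially expressed in the microarray data set only, and 278 of them matched 1 transcript of the TRAP-Seq counts. At FDR < 0.05, 0 of the 278 were differentially expressed, and 28 had an unadjusted p below 0.05. Adjusted over these genes alone, 0 passed as well. The list holds genes that the paper did not call on these same libraries, so few calls are favoured by that choice. With edgeR's filterByExpr 2 passed over all transcripts and 36 over the list, 34 of which changed in the direction of the microarray. With counts rescaled to a common upper quartile and edgeR's likelihood ratio test 8 and 34 passed, with at least 10 counts in every library 18 and 52, and with the first principal component as a covariate 44 and 77. These settings were applied to this list only after seeing the data. With TMM normalization, DESeq2 or the likelihood ratio test alone, 0 passed over all transcripts and 0 over the list. The median size of the log2 fold change was 0.29 in the microarray values that Table S3 gives and 0.16 in the TRAP-Seq counts. Genes chosen for a call in the microarray only favour a smaller size in the counts. The direction was that of the microarray for 218 of the 278 genes (78.4%), and the values correlated across genes with a Spearman's rho of 0.556, where genes are not independent replicates. Among the 50 genes whose values differed by more than 0.4 on the log2 scale, 22 (44%) had the direction of the microarray, a subset in which opposite directions are favoured because that difference defines it. These 50 had a median abundance of 1.79 CPM, against 9.70 CPM for the other 228.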

We found numerous genes that were significantly upregulated or downregulated in the transcriptome after sleep deprivation, yet similar in abundance between sleep deprivation and control samples when the TRAP data was analyzed. Potentially, low mRNA abundance in the TRAP data set for some genes resulted in genes appearing non-significant in the TRAP-Seq data set or highly variable. Consequently, we used qPCR with gene specific primers to determine whether some of the most significant differentially expressed genes (with high fold changes) from the microarray were differentially expressed in TRAP RNA samples (Fig. 4c, d). Using samples from independent experiments for males and females, we found that *Zmym1*, a zinc finger protein, which shows greater than 0.85 log_2_ fold upregulation in the whole transcriptome, showed no difference when ribosome-associated mRNA transcripts were measured. Similarly, no change was found in the TRAP samples for the molecular chaperone *Hspb1* that shows 0.77 log_2_ fold increase in the transcriptome. We confirmed the regulation by sleep deprivation in the transcriptome for *Hspb1* using the total RNA samples from the sleep deprived and non-sleep deprived young males for which TRAP-Seq was performed finding that *Hspb1* was significantly increased with sleep deprivation in the hippocampal transcriptome (Additional file 1: Figure S1). We also specifically tested whether the downregulation of the transcriptional repressor *Sin3b* with − 0.53 log_2_ fold change in the transcriptome was unchanged in the TRAP samples finding that *Sin3b* was equally expressed in both sleep deprivation and control conditions. Potentially, for some genes, such as those for which mRNA transport and localization occurs, only a fraction of the total mRNA transcripts may be actively translated. These results strongly suggest that sleep deprivation affects gene expression post-transcriptionally by influencing the association of specific mRNA transcripts with ribosomes.

**Fig. 4:**
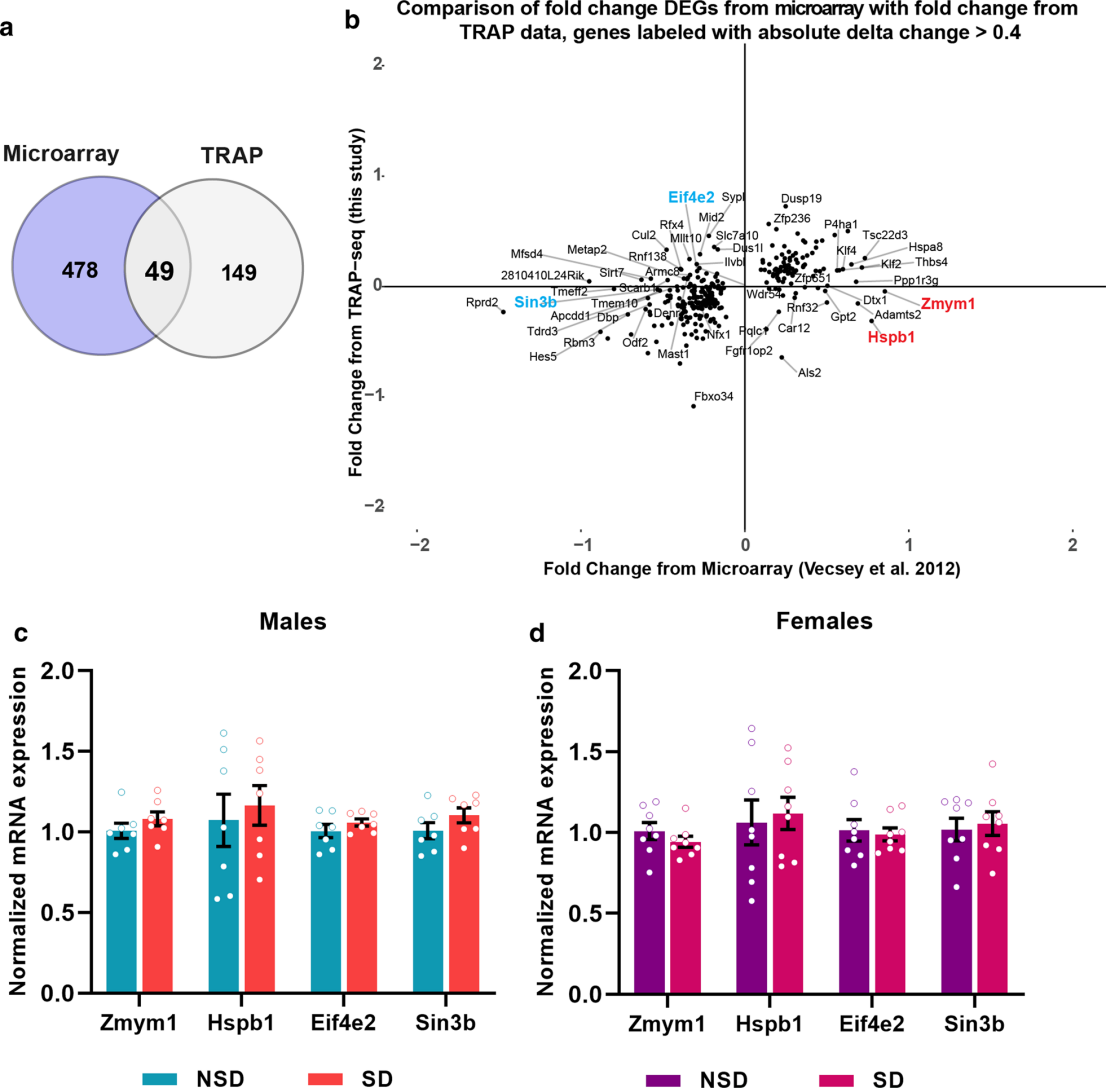
Many genes are regulated by sleep deprivation in the transcriptome but not in the translatome. **a** Venn diagram showing overlap of differentially expressed genes between TRAP and microarray after SD. **b** Quadrant scatter plots showing the fold change (log2) of DEGs exclusive from microarray with their respective fold change from TRAP (genes that are only responsive at the total RNA level but not at the level of ribosome-associated transcripts). The genes in the outermost layer are labeled with absolute delta fold change (FC_microarray_ − FC_TRAP_) value above 0.4. **c**, **d** q-PCR validation of some of the genes associated with transcriptional repression after SD in males (**c**) and females (**d**). Unpaired t-test comparing SD vs NSD, males: *Zmym1*: p = ns, *Hspb*1: p = ns, *Eif4e2*: p = ns and *Sin3b*: p = ns, females: *Zmym1*: p = ns, *Hspb1*: p = ns, *Eif4e2*: p = ns and *Sin3b*: p = ns

### Gene regulation in the translatome after sleep deprivation

We also wanted to identify genes that were not differentially regulated by sleep deprivation in the transcriptome, but were altered in the TRAP samples as this would indicate a distinct level of regulation targeted by sleep deprivation. 

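Table S4 lists 137 genes called in the TRAP-Seq data set but not in the microarray. Their median log2 fold change had a size of 0.36 in the TRAP-Seq counts and 0.15 in the microarray values of Table S4, and 125 of the 137 genes (91.2%) changed in the same direction in both. Genes chosen for a call in the TRAP-Seq data only favour a larger size there. With the replicate block the number was 124. The values correlated across genes with a Spearman's rho of 0.66, where genes are not independent replicates. *Sdf2l1* (uc007ykc.2, chromosome 16, 17130138 to 17132383), a component of an ER chaperone complex, rose from 14.4 ± 1.70 CPM (SD, n = 5) to 21.7 ± 2.83 CPM (SD, n = 6), a log2 fold change of 0.59 (standard error 0.109, FDR = 0.052 from edgeR's test). Each SD library lay above each NSD library (exact permutation test, p = 0.00216). *Arrdc4* (uc009hjh.1, chromosome 7, 68736995 to 68749241), an arrestin domain gene, rose from 15.0 ± 1.42 CPM (SD, n = 5) to 21.2 ± 3.06 CPM (SD, n = 6), a log2 fold change of 0.50 (standard error 0.109, FDR = 0.153 from edgeR's test). The exact permutation test of *Arrdc4* gave p = 0.00649. *Sdf2l1* and *Arrdc4* each passed FDR < 0.05 in 7 of the other settings, among them filterByExpr (FDR of 0.0114 and 0.00846 from edgeR's test) and DESeq2 (FDR of 0.000101 and 0.00143).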

We found 149 genes that were significantly regulated in the TRAP data set that were not significantly different in the transcriptome (Fig. 5a, Additional file 2: Table S4) strongly indicating post-transcriptional regulation with sleep deprivation. We verified the changes in the TRAP-Seq data set for genes of interest in this group using qPCR (Fig. 5c, d). We found that *Sdf2l1*, a chaperone protein associated with protein misfolding, was significantly upregulated in the TRAP samples in males and females as was the ubiquitin protein ligase adapter *Arrdc4*. We verified the lack of differential expression of *Arddc4* after sleep deprivation at the level of the transcriptome through qPCR experiments from the total RNA samples of the young males for which TRAP-Seq was performed (Additional file 1: Figure S1). Of interest, the arginine vasopressin receptor *Avpr1a* that has been implicated in synchronization of circadian circuits [53, 54] was significantly downregulated in the TRAP samples after sleep deprivation. These results provide insight into some of the potential impacts associated with sleep deprivation including increased protein misfolding, protein degradation and misalignment of circadian rhythms.

**Fig. 5:**
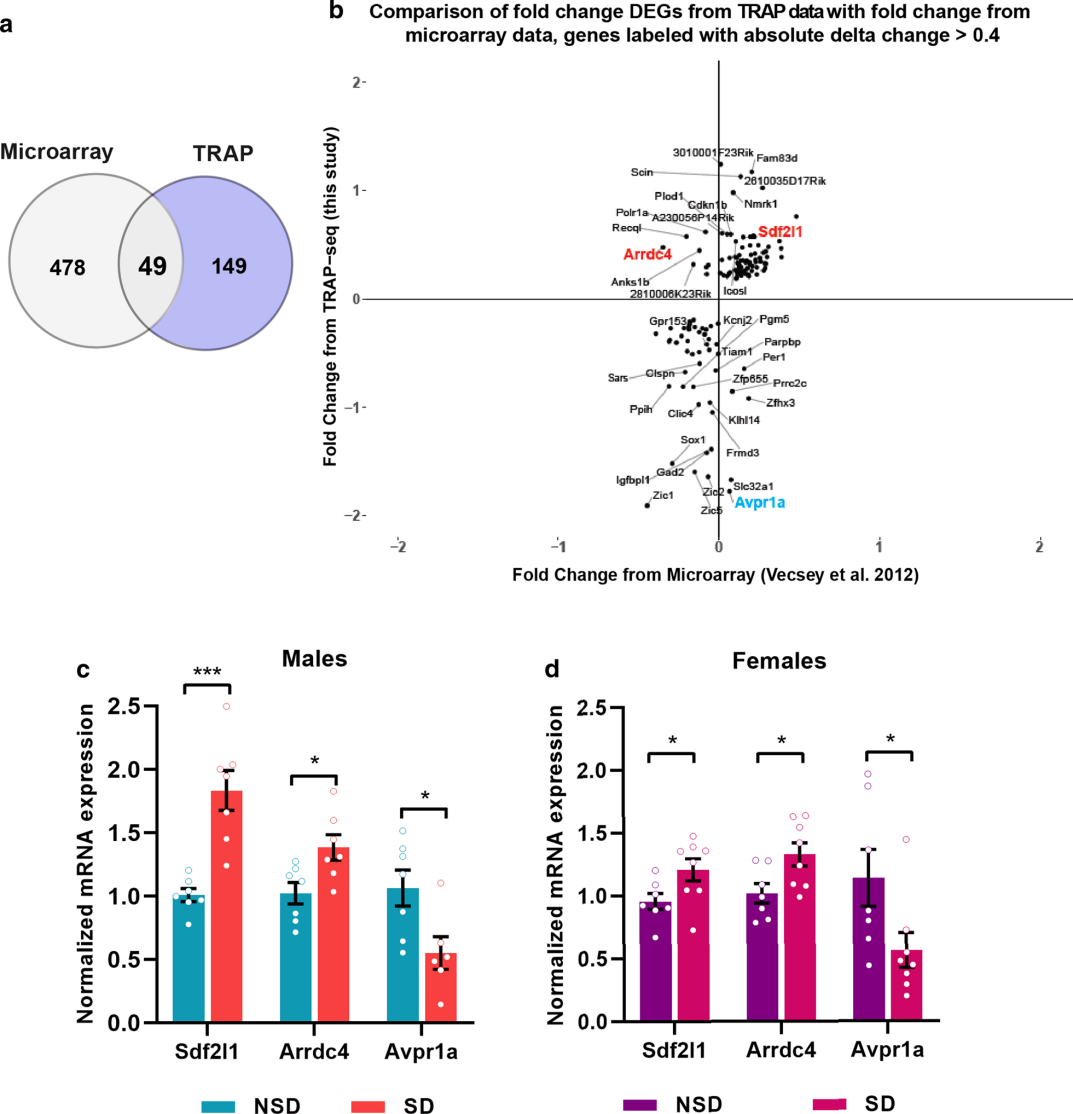
Genes exclusively responsive to sleep deprivation in the translatome. **a** Venn diagram showing overlap of differentially expressed genes between TRAP and microarray after SD. **b** Quadrant scatter plots showing the fold change (log2) of DEGs exclusive from TRAP with their respective fold change from microarray (genes that are only responsive at the level of ribosome-associated transcripts but not total RNA). The genes in the outermost layer are labeled if their absolute delta fold change (FC_TRAP_ − FC_microarray_) value is above 0.4. **c**, **d** q-PCR validation of some of the genes associated with protein folding and Ubiquitinylation after SD in males (**c**) and females (**d**). Unpaired t-test comparing SD vs NSD, males: *Sdf2l1*: p = 0.0003, *Arrdc4*: p = 0.0171, *Avpr1a*: p = 0.0229. Females: *Sdf2l1*: p = 0.0423, *Arrdc4*: p = 0.0258, *Avpr1a*: p = 0.0445

To provide a more wide-ranging outlook of the genes regulated by sleep deprivation separately in either the transcriptome or the translatome, we performed pathway analysis of these differentially expressed genes using KEGG and GO:MF (Fig. 6). We found striking differences in the types of pathways for which genes were regulated at the transcriptome and translatome levels. Analysis of the differentially expressed genes from the transcriptome revealed genes involved in transcription, histone deacetylase activity and Rho GTPase binding. In contrast, when the genes were analyzed that exhibited differential expression only in the translatome, these genes were associated with the unfolded protein response, circadian rhythms, and cellular signaling responses including kinase inhibitor activity. These contrasting profiles suggest that the effect of sleep deprivation on the transcriptome and the translatome have different biological functions.

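The called transcripts of the genes that Fig. 6b names kept the listed directions. Of the 5 genes under the unfolded protein response, 3 rose and 2 fell, with log2 fold changes from -0.80 to 0.41. The 3 kinase inhibitor genes rose by 0.34 to 0.62. Among these, *Cdkn1b-202* (uc009ela.2, chromosome 6, 134920401 to 134925513) rose from 25.4 ± 2.09 CPM (SD, n = 5) to 39.1 ± 6.13 CPM (SD, n = 6) with FDR = 0.0435 from edgeR's test, and the other transcript, *Cdkn1b-201* (uc009elb.2), had a log2 fold change of 0.26 (exact permutation test, p = 0.0714). *Slc25a38* (uc009scc.1, chromosome 9, 120110374 to 120124504), under amino acid transport, rose from 23.9 ± 1.67 CPM (SD, n = 5) to 34.3 ± 4.85 CPM (SD, n = 6), a log2 fold change of 0.52 (standard error 0.101, FDR = 0.0811 from edgeR's test), and it passed the threshold with filterByExpr (FDR = 0.00157) and DESeq2 (FDR = 9.35e-05). *Trib1*, a kinase inhibitor gene of Fig. 2c, was lowest among the SD libraries in replicate 1, at 7.81 CPM.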

**Fig. 6:**
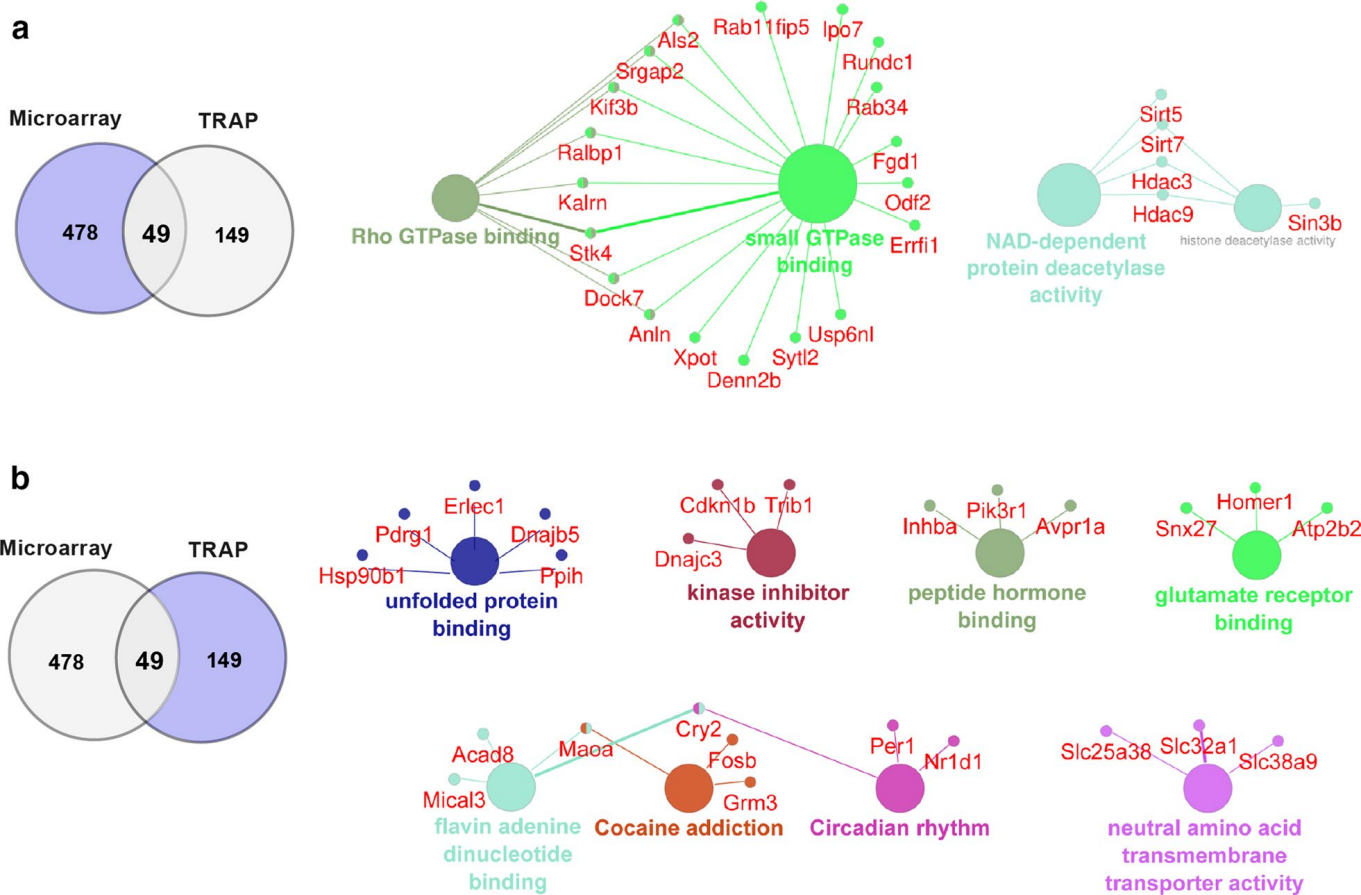
Differences in profile signatures between genes impacted by sleep deprivation in the transcriptome and translatome. All the pathways displayed have a p-value < 0.05. **a** Pathway analysis (KEGG and GO: molecular terms) of the DEGs regulated by sleep deprivation only in the transcriptome identified small GTPase binding, NAD-dependent protein deacetylase activity and histone deacetylase activity (Microarray data set from [10]). **b** Pathway analysis (KEGG and GO: molecular terms) of the DEGs exclusively regulated by sleep deprivation in the ribosome-associated mRNA transcripts include unfolded protein binding, circadian activity, neural amino acid transmembrane transporter activity, kinase inhibitor activity and others

## Discussion

### Multiple levels of gene regulation by acute sleep deprivation

Gene regulation occurs at multiple levels within the cell from chromosome positioning and chromatin accessibility, to transcriptional regulation through transcription factors and enhancers, to post-transcriptional processes and translation [55–57]. Epigenetic and transcriptional regulation of gene expression has received considerable attention in the fields of sleep research [24, 58]; (reviewed in [59]). However, numerous cellular processes regulate gene expression and protein activity downstream of transcription including RNA processing steps such as RNA splicing, nuclear export, RNA localization, RNA availability, translational regulation through initiation and elongation steps, and post-translational modifications. In contrast to transcription, comparatively few studies have investigated the effects of sleep deprivation on these downstream steps. Recent research investigating sleep deprivation has revealed layers of post-transcriptional gene regulation including region specific changes in gene expression [60, 61], mRNA localization [62] and changes in translation [10, 22, 24]. Acute sleep deprivation decreases hippocampal mTOR signaling resulting in lower levels of phosphorylated 4EBP2 and decreased protein synthesis [22]. In its active non-phosphorylated form, 4EBP2 binds to the initiation factor eIF4E through structural mimicry of eiF4G thereby preventing the binding of eIF4E to eIF4G and subsequently hindering cap-dependent translation [63–66]. When phosphorylated by mTOR, the 4EBP2-eIF4E complex dissociates allowing eIF4E to bind eIF4g and the 5′ m7G mRNA cap (reviewed in [67]). Moreover, the decrease in protein synthesis by sleep deprivation appears specific to cap-dependent translation as a second path to translation from mTOR through S6Kinase appears unchanged [22]. Increasing protein synthesis through 4EBP2 overexpression in hippocampal excitatory neurons mitigated the impacts of sleep deprivation on protein synthesis and hippocampus-dependent spatial memory [22]. As sleep loss has been linked to multiple diseases including neurodegenerative diseases and cognitive decrements, it is imperative to understand the full effects of sleep deprivation on gene regulation. Consequently, we took advantage of TRAP-Seq techniques to identify the impact of sleep deprivation on the translatome in the hippocampus.

### Effects of sleep deprivation on translation in excitatory neurons

To answer the question of whether sleep deprivation targets a specific subset of mRNA transcripts, we used CaMKIIα-Cre:RiboTag mice to preferentially enrich for ribosome-associated mRNA transcripts in excitatory neurons combined with an unbiased sequencing approach. TRAP-Seq has been successfully used to understand differential gene translation in hippocampal LTP, with researchers finding significantly more genes differentially expressed in TRAP-Seq in excitatory neurons compared to the whole hippocampus [32]. In contrast, we found that considerably fewer genes were differentially expressed after sleep deprivation when ribosomal bound mRNAs were analyzed compared to the whole hippocampal transcriptome, with 132 genes upregulated and 68 genes downregulated in the TRAP-Seq data set. In addition to the possibility of distinct mechanisms for gene regulation by sleep deprivation in the transcriptome and translatome, variation in the differentially expressed genes between the transcriptome and translatome could arise from several sources. If sleep deprivation triggered similar effects on gene regulation at the transcriptome and translatome levels, one would predict that the differentially regulated genes in our TRAP-Seq studies would be a subset of the differentially expressed genes found in the hippocampal transcriptome used for comparison as total hippocampal tissue also contains inhibitory neurons as well as glial cells. Acute sleep deprivation has been previously shown to affect gene expression in astrocytes and oligodendrocytes in the cortex affecting glial function, apoptosis and differentiation [68–71]. Additionally, long non-coding RNA molecules would also be excluded from the TRAP-Seq data set. The regulation of sleep and sleep deprivation has been previously shown to affect the expression of long non-coding RNAs in vertebrate and invertebrate models [72, 73]. Closer analysis of the microarray transcriptome differentially expressed genes from Vecsey and colleagues [10] found that 22 genes were glial or non-neuronal, and 108 were long non-coding RNAs; thus, accounting for at least part of the lower than predicted numbers of differentially expressed genes we found in the TRAP-Seq data.

Another source of potential differences between the published hippocampal microarray transcriptome data set and the TRAP-Seq data set could arise from the time in which sleep deprivation was performed in each of these studies. In our studies as in Tudor et al. in which sleep deprivation was found to decrease protein synthesis, sleep deprivation was performed for 5 h starting at the beginning of the light cycle, while in the trascriptome study by Vecsey and colleagues that initially found changes in mTOR signaling and downregulation of genes involved in translation, sleep deprivation was started between ZT 3 and ZT 6 continuing for 5 h. However, it should be noted that Vecsey and colleagues verified a subset of the genes of interest using qPCR from sleep deprivation experiments that were conducted from ZT 0 to ZT 5 [10]. Differences in the timing of sleep deprivation does have the potential to affect gene expression levels as many genes are transcriptionally regulated by the circadian clock. However, in both the Vecsey study and our study, tissue from non-sleep deprived animals was collected at the same time as the tissue from sleep deprived animals so that circadian differences in baseline gene expression levels are accounted for within each study. Due to the differences in timing of sleep deprivation and the different gene expression detection tools, we only compared the genes identified by differential analysis from each study and not the basal or induced levels of those genes, thus minimizing errors induced by differences in gene expression due to circadian time. Thus, our results suggest that sleep deprivation can have independent impacts on the transcriptome and the translatome.

Alternative mRNA splicing can be found in all cells generating multiple transcript isoforms from single genes. Alternative splicing of transcripts may affect mRNA stability, RNA localization, or protein interactions (reviewed in [74, 75]). Changes in alternative splicing or splicing dysregulation have been observed in neurodegenerative diseases [75–77]. However, it is difficult to determine whether alternatively spliced transcripts are translated. By using TRAP-Seq, we were able to identify alternatively spliced mRNA transcripts associated with ribosomes, suggesting that these transcripts may have functional significance. Among the genes that we identified as differentially expressed, we found 56 that had multiple isoforms with 54 of these genes having one transcript isoform was differentially regulated by sleep deprivation while the remaining isoform(s) were constitutively expressed. For example, we found that *Homer1* displayed overall differential gene regulation with the shorter transcript (*Homer1–204*, aka *Homer1a*) accounting for the significant difference in expression, while the longer *Homer1–203* (aka isoform L) was unchanged. 

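*Homer1-204* (uc007rlb.3) lies on chromosome 13 from 93304495 to 93360462 and *Homer1-203* (uc007rlc.3) from 93304799 to 93403681. *Homer1-204* rose from 29.9 ± 2.33 CPM (SD, n = 5) to 51.3 ± 10.0 CPM (SD, n = 6), a log2 fold change of 0.78 (standard error 0.119, FDR = 0.0139 from edgeR's test), and its NSD and SD libraries did not overlap (exact permutation test, p = 0.00433). Without any 1 library the log2 fold change stayed between 0.69 and 0.84. *Homer1-203* had 25.7 ± 2.72 CPM (SD, n = 5) in NSD and 27.7 ± 3.68 CPM (SD, n = 6) in sleep deprived mice, a log2 fold change of 0.11 that did not exceed the spread between libraries (exact permutation test, p = 0.331). The difference between the 2 transcripts was itself tested with edgeR's diffSpliceDGE (FDR = 0.00855), over a list of genes that was chosen on these same libraries.

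**Figure D3:**
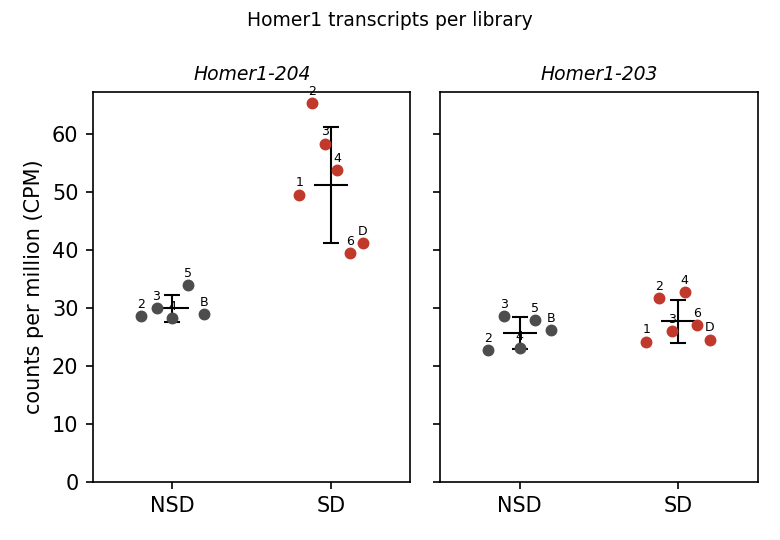
Abundance in CPM (y axis) of *Homer1-204* and *Homer1-203* in each NSD and SD library (points, labelled by replicate), with the mean and SD of each group. The groups do not overlap for *Homer1-204*, and they overlap for *Homer1-203*.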

We also found that one transcript of *Per1, (Per 1–202)* was significantly downregulated in the TRAP-Seq data, while a second isoform remained unchanged by sleep deprivation (*Per1–206*). This is interesting as the *Per1–202* translation start site is located more 5′ than observed for the other *Per1* transcripts, even though the *Per1–202* transcript codes for a shorter protein. In addition to potential differences due to cap-dependent translation, one could speculate that mRNA localization of specific isoforms could also influence transcript association with ribosomes, especially for synaptic proteins.

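*Per1-202* (uc007jpf.1, chromosome 11, 69095217 to 69106458) fell from 7.02 ± 1.84 CPM (SD, n = 5) to 4.51 ± 0.220 CPM (SD, n = 6), with counts between 108 and 227 in the libraries. Its log2 fold change was -0.64 (standard error 0.155, FDR = 0.238 from edgeR's test) and stayed between -0.74 and -0.50 without any 1 library. *Per1-202* passed FDR < 0.05 with DESeq2, with edgeR's filterByExpr, with at least 10 counts in every library and with counts rescaled to a common upper quartile. Each SD library lay below each NSD library (exact permutation test, p = 0.00216). The other transcript for which Table S2 gives values is *Per1-201* (uc007jpg.2, chromosome 11, 69098948 to 69109960), and no value of *Per1-206* was matched to a transcript. *Per1-201* had 4.71 ± 0.923 CPM (SD, n = 5) in NSD and 4.50 ± 0.728 CPM (SD, n = 6) in sleep deprived mice, a log2 fold change of -0.07 (exact permutation test, p = 0.695). The difference between the 2 transcripts had FDR = 0.0835 in edgeR's diffSpliceDGE.

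**Figure D4:**
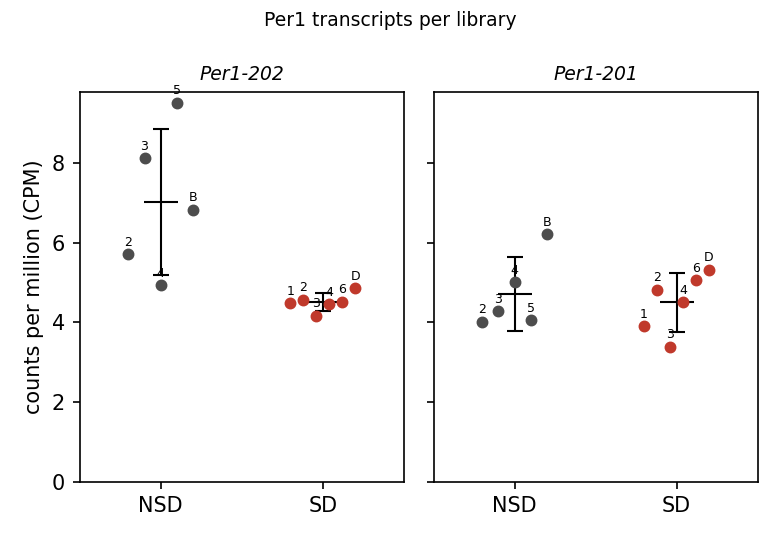
Abundance in CPM (y axis) of *Per1-202* and *Per1-201* in each NSD and SD library (points, labelled by replicate), with the mean and SD of each group. The SD libraries of *Per1-202* lie below its NSD libraries, and the groups overlap for *Per1-201*.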

### Regulation of genes by sleep deprivation in both the transcriptome and translatome

We found that 49 genes were commonly regulated between previously published transcriptomic research [10] and our TRAP-Seq data with directional changes maintained from the transcriptome to the translatome including immediate early response genes. Increased expression of *Arc* following sleep deprivation in the cortex has been recently implicated in sleep homeostasis and important in the induction of other genes following sleep deprivation including *c-fos*, *Homer1a*, *Nur77/NR4A1* and *hspa5/BiP* [62]. Consistent with previous studies of the transcriptome after sleep deprivation in the cortex and the hippocampus [10, 26, 61, 78], we found that *Cirbp* was one of the most downregulated genes in the translatome. 

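*Cirbp* (uc007gce.1, chromosome 10, 80165985 to 80172786) encodes a cold-inducible RNA-binding protein. It fell from 97.5 ± 8.91 CPM (SD, n = 5) to 64.1 ± 5.87 CPM (SD, n = 6), a log2 fold change of -0.60 (standard error 0.0896, FDR = 0.0139 from edgeR's test). Each SD library lay below each NSD library (exact permutation test, p = 0.00216). With each library left out in turn, the log2 fold change was between -0.64 and -0.57, and *Cirbp* passed FDR < 0.05 in 9 of the 11 tests.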

Based on studies in the cortex, CIRBP has been hypothesized to act as a link to changes in circadian gene expression following sleep deprivation [78]. Core clock genes may function in sleep homeostasis with sleep deprivation induced changes in circadian genes proposed to increase sleep pressure and recovery sleep [78].

In contrast to previous research by Tudor et al. demonstrating that Arc protein abundance was unchanged in the hippocampus after 5 h of acute sleep deprivation [22], we found the increase in *Arc* mRNA following sleep deprivation was maintained in the TRAP mRNA fraction in young males. 

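*Arc* (uc007wfn.2, chromosome 15, 74669083 to 74672570) had 8.79 ± 2.43 CPM (SD, n = 5) in NSD and 14.5 ± 3.61 CPM (SD, n = 6) in sleep deprived mice, with counts between 170 and 443 per library. Its log2 fold change was 0.72 (standard error 0.187, FDR = 0.301 from edgeR's test), and the exact permutation test gave p = 0.0216. *Arc* passed FDR < 0.05 with DESeq2, with voom, with counts rescaled to a common upper quartile and without SD replicate 1. Leaving out each library gave log2 fold changes from 0.63 to 0.90. SD replicate 1, at 7.81 CPM, lay apart from the other SD libraries, which had 14.1 to 18.7 CPM.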

We confirmed these results with a second set of independent experiments in males and a set of sleep deprivation experiments in females finding that sleep deprivation significantly increased the abundance of ribosome bound *Arc* mRNA in all groups. On the surface, these results may seem inconsistent with the results of Tudor and colleagues [22]. However, the regulation of *Arc* during sleep has been previously shown to be a multi-level process with a balance between transcriptional changes, and changes in mRNA stability and proteasome degradation [79]. Arc protein has a short half-life (~ 37 to 47 min) with Arc protein stability regulated through ubiquitination and proteasome degradation [79–81]). Our research and that of others suggests that sleep deprivation increases transcription and translation of genes involved in protein degradation in the hippocampus (Additional files 1, 2 and [10]). Thus, potentially sleep deprivation impacts Arc protein stability in the hippocampus through increases in protein ubiquitination and degradation.

*Hspa5*, also known as *BiP*, is a conserved molecular chaperone that functions in multiple protein folding processes [82–84]. Previous research found no changes in the level of protein abundance after acute sleep deprivation [22], although *Hspa5* gene expression increases. 

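*Hspa5* (uc008jit.2, chromosome 2, 34771970 to 34777547) encodes the ER chaperone BiP. It rose from 13.9 ± 1.98 CPM (SD, n = 5) to 18.7 ± 2.85 CPM (SD, n = 6), a log2 fold change of 0.43 (standard error 0.12, FDR = 0.42 from edgeR's test; exact permutation test, p = 0.013). The log2 fold change stayed between 0.37 and 0.50 without any 1 library. *Hspa5* passed FDR < 0.05 with edgeR's filterByExpr, with DESeq2, with at least 10 counts in every library and with counts rescaled to a common upper quartile.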

Similar to the changes observed in the transcriptome, we found that *Hspa5* increased after sleep deprivation in the translatome. What explains these differences between mRNA levels and the lack of change in protein abundance? Hspa5 is a comparatively long-lived protein in the mouse brain with a half-life over 6 days [85]. Consequently, any changes in translation after 5 h of sleep deprivation are unlikely to be detected in studies of whole cell protein abundance.

### Differences in gene regulation between the transcriptome and translatome after sleep deprivation

We identified potentially significant functional differences between genes regulated at the level of the transcriptome and those regulated exclusively at the level of the translatome. Importantly, we identified genes for which translation was upregulated as well as genes that were downregulated strongly suggesting that sleep deprivation targets multiple mechanisms affecting translation. As previously discussed, sleep deprivation appears to decrease protein synthesis through decreased mTOR signaling and decreased phosphorylation of 4EBP2 [22]. However, mechanisms must also exist through which sleep deprivation can increase the translation of some transcripts independently of transcription. After transcription, mRNA molecules undergo multiple processing mechanisms that can affect the availability of these transcripts for translation, thus changing the rate of protein synthesis. Sleep deprivation could impact translation for specific RNA molecules through changes in mRNA processing via alternative splicing or polyadenylation, or sleep deprivation could alter mRNA degradation through changes in the nonsense-mediated decay pathway or miRNA mechanisms. mRNA interactions with RNA binding proteins can also affect the translation of mRNA. In the hippocampus, mRNA interactions with RNA binding proteins are important for the localization of mRNA transcripts necessary for synaptic plasticity [86]. Although identification of the mechanism(s) impacted by acute sleep deprivation that affect protein synthesis will undoubtedly be a subject of great interest in future research, we hypothesize that sleep deprivation targets multiple processes as the mechanisms that result in down-regulation of transcripts available for translation will be different than the mechanisms that can increase the availability of transcripts for protein synthesis.

Analysis of genes that were differentially regulated only through transcription revealed an enrichment of genes involved in transcriptional regulation. For example, the zinc finger transcription factor *Zmym1* mRNA is greatly increased in the transcriptome, but not at the level of the ribosome. 

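*Zmym1* (uc008uuc.1) lies on the minus strand of chromosome 4 from 127047094 to 127061152. It had 0.797 ± 0.551 CPM (SD, n = 5) in NSD and 0.775 ± 0.465 CPM (SD, n = 6) in sleep deprived mice, from between 3 and 42 counts per library. The log2 fold change was -0.04 (standard error 0.455; exact permutation test, p = 0.911) and its sign was not stable: it ranged from -0.31 to 0.40 when each library was left out. In the annotation, an exon of *Zmym1-203* of 2813 bases shares 1709 bases with an exon of *Gm12940* on the plus strand. *Hspb1* (uc008tzn.1, chromosome 5, 135887919 to 135889563), another gene of Table S3, had 0.549 ± 0.203 CPM (SD, n = 5) in NSD and 0.452 ± 0.170 CPM (SD, n = 6) in sleep deprived mice, a log2 fold change of -0.28 (exact permutation test, p = 0.342). It had between 7 and 23 counts per library, and counts this low limit both comparisons.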

Zmym1 has been recently shown to form part of a co-repressor complex that targets E-cadherin [87]. Potentially, these mRNA transcripts are sequestered or degraded in RNA–protein granules rendering them unavailable for translation. Cytoplasmic RNA granules including stress granules, rapidly form and dissociate in response to changing cellular conditions and can lead to translational repression [88–90]. In contrast, we found that the translational repressor *Sin3b* and the translation repressor *Eif4e2* were downregulated in the transcriptome but not changed by sleep deprivation in the TRAP-Seq data. These results suggest that these repressors are still functioning at similar levels after sleep deprivation contributing to eventual decreases in protein synthesis. 

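*Sin3b* (uc009mgp.3, chromosome 8, 72723285 to 72758201) had 0.398 ± 0.105 CPM (SD, n = 5) in NSD and 0.392 ± 0.136 CPM (SD, n = 6) in sleep deprived mice, from between 4 and 14 counts per library. Its log2 fold change was -0.01 (standard error 0.336, exact permutation test p = 0.87) and changed sign when single libraries were left out. Counts this low do not exclude a change of moderate size. *Eif4e2* (uc007bwl.1, chromosome 1, 87213914 to 87240488) was more abundant, with 52.6 ± 4.32 CPM (SD, n = 5) in NSD and 58.8 ± 6.86 CPM (SD, n = 6) in sleep deprived mice. Its log2 fold change was 0.16 (standard error 0.0947; exact permutation test, p = 0.126), which did not exceed the spread between libraries.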

Potentially, the transcriptional downregulation of these genes occurs in anticipation of a resumption of normal levels of protein synthesis during a future bout of recovery sleep.

Perhaps most importantly, our study identified genes that are differentially regulated in the translatome of excitatory neurons that had not been identified in studies of the transcriptome. Changes in gene regulation at the level of protein synthesis have the potential to rapidly affect cellular processes. Although our results suggest that these transcripts are regulated post-transcriptionally, we cannot rule out the possibility that the RiboTag selection for transcripts from excitatory neurons uncovered the differential expression of genes that may have changed in the transcriptome of excitatory neurons, but were masked by expression levels in other cell types such that the effect was diluted and not detected as significant. However, excitatory neurons comprise approximately 50% of the cells in the hippocampus and 85–90% of neurons [91] reducing the likelihood of this possibility. To minimize the chances of masking in our comparisons of gene regulation differences between the transcriptome and translatome, we focused on genes that were differentially regulated in the TRAP-Seq data, but not in the transcriptome, with an absolute difference in the magnitude of the fold change between the two data sets of at least 0.4.

As our experiments were centered on acute sleep deprivation, potentially some of the changes in gene regulation that were observed in the TRAP-Seq data are associated with an increase in sleep pressure at the cellular level. We found genes regulated in the TRAP-Seq data set were involved in cellular signaling, neuropeptide receptors, unfolded protein binding and circadian rhythms. Interestingly, we found that the core clock gene *Per1* was downregulated in the TRAP-Seq data, primarily due to the significant downregulation of the Per1-202 transcript. In both humans and animal models, circadian rhythms in the hippocampus appear necessary for memory formation and recall [92–97]. PER1 appears to play an important role in gating hippocampal memory formation [98, 99]. We also found that the core clock gene *Nr1d1* (commonly known as *Rev-Erbα*) was significantly downregulated in the TRAP-Seq data. Furthermore, we found that the arginine vasopressin receptor *Avpr1a,* one of three receptors for the circadian neuropeptide vasopressin*,* was downregulated. 

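*Nr1d1* (uc007lhh.2, chromosome 11, 98767932 to 98775333) fell from 108.7 ± 5.70 CPM (SD, n = 5) to 90.5 ± 9.14 CPM (SD, n = 6). Its log2 fold change was -0.26 (standard error 0.087, FDR = 0.719 from edgeR's test; exact permutation test, p = 0.0108) and stayed between -0.30 and -0.23 with each library left out. With at least 10 counts in every library, *Nr1d1* had an FDR of 0.05.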

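*Avpr1a* (uc007hge.1, chromosome 10, 122448499 to 122453452) fell from 1.18 ± 0.587 CPM (SD, n = 5) to 0.352 ± 0.165 CPM (SD, n = 6), a log2 fold change of -1.75 on low counts (standard error 0.378, FDR = 0.15 from edgeR's test; exact permutation test, p = 0.00433). It stayed between -1.94 and -1.54 when each library was left out. *Avpr1a* passed FDR < 0.05 with edgeR's likelihood ratio test, also after rescaling to a common upper quartile, and when 1 count in 1 library was enough. Several GABAergic genes that Table S1 lists as downregulated varied between the NSD libraries with *Avpr1a*. *Gad2-201* (uc008ink.1, chromosome 2, 22622205 to 22693874) fell from 53.9 ± 30.0 CPM (SD, n = 5) to 20.6 ± 11.0 CPM (SD, n = 6), a log2 fold change of -1.39 (FDR = 0.176 from edgeR's test; exact permutation test, p = 0.0216). *Slc32a1* (uc008nqk.1, chromosome 2, 158610767 to 158615748), the vesicular GABA transporter, fell from 3.14 ± 1.73 CPM (SD, n = 5) to 1.01 ± 0.817 CPM (SD, n = 6) (FDR = 0.239 from edgeR's test; exact permutation test, p = 0.0195). *Zic1* (uc009rag.1, chromosome 9, 91358058 to 91365810) fell from 2.38 ± 1.48 CPM (SD, n = 5) to 0.655 ± 0.505 CPM (SD, n = 6), a log2 fold change of -1.88 (FDR = 0.176 from edgeR's test; exact permutation test, p = 0.013). None of these 3 passed FDR < 0.05 with these settings. Each passed with edgeR's likelihood ratio test, also after rescaling to a common upper quartile, and when 1 count in 1 library was enough. *Gad2-201* passed with the replicate block as well (FDR = 0.0251) and *Zic1* with DESeq2 (FDR = 0.00463), and without SD replicate 2 each of the 3 passed. SD replicate 2 had the highest values of *Gad2* and *Slc32a1* among the SD libraries.

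**Figure D5:**
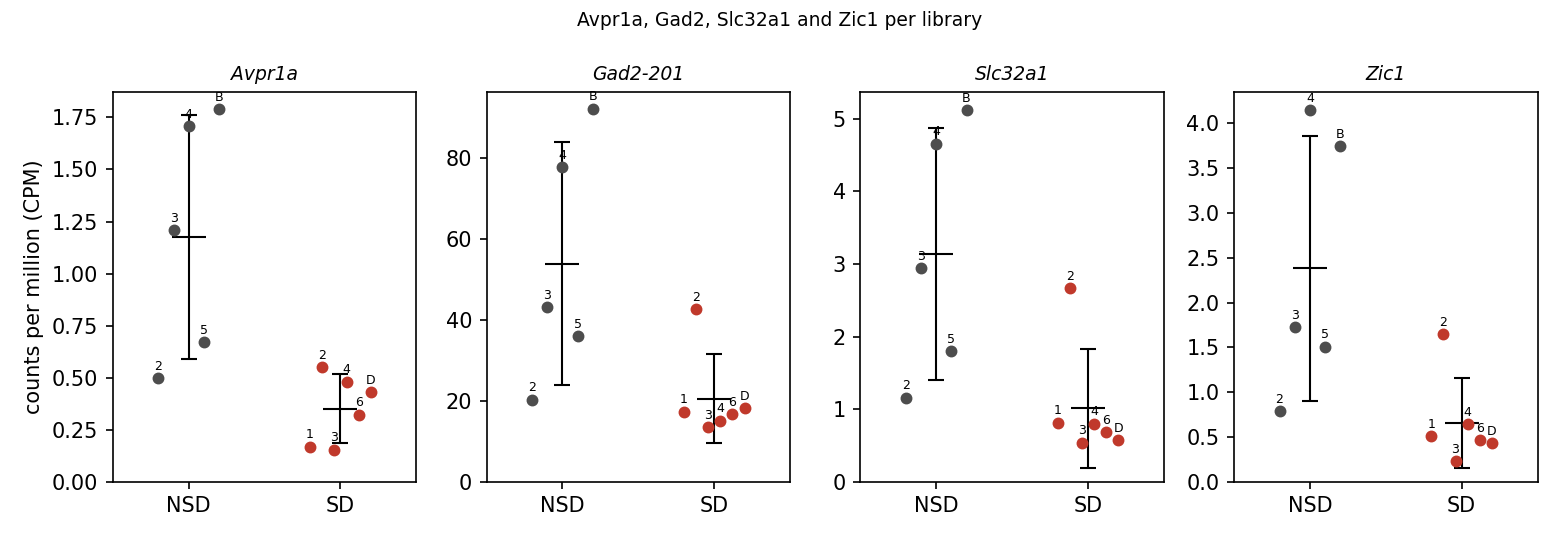
Abundance in CPM (y axis) of *Avpr1a*, *Gad2-201*, *Slc32a1* and *Zic1* in each NSD and SD library (points, labelled by replicate), with the mean and SD of each group. For *Gad2-201* and *Slc32a1*, SD replicate 2 lies apart from the other SD libraries.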

Avpr1a functions in the circadian synchronization of neurons in the SCN, the regulation of extra-SCN brain targets and appears involved in the timing of REM sleep [100–103], raising the possibility that one mechanism through which sleep deprivation disrupts hippocampal memory is through desynchronization of hippocampal neurons. Thus, the changes in gene regulation for circadian genes that we observed in the translatome have the potential to affect hippocampal memory through multiple mechanisms. Furthermore, hippocampal CA1 neurons exhibit circadian rhythms in excitability and in redox state adding additional links through which changes in circadian genes could affect neuronal function [104].

Although it can be difficult to distinguish the effects of circadian regulation from the effects of sleep deprivation on gene expression, recent research using genomic and proteomic approaches to identify regulation in synaptic compartments of the forebrain determined that the circadian clock regulated mRNA synaptic transcript levels while sleep, and sleep deprivation, affected the proteome [23, 24]. Acute sleep deprivation, and high sleep pressure, eliminated the daily oscillations in the synaptic proteome, while circadian oscillations in mRNA transcript abundance could still be detected, suggesting that sleep deprivation affects protein abundance through translational repression [24]. As in these studies of synaptic neurosomes, our TRAP-Seq results from hippocampal excitatory neurons also strongly suggest that sleep deprivation affects mRNA translation.

With more research investigating the effects of sleep deprivation, it has become clear that the effects of acute sleep deprivation vary between brain regions such as the hippocampus and cortex, and even between cell types or sub-regions [60, 105]. The effects of sleep deprivation on translation may also vary anatomically as sleep deprivation can cause region specific differences in the phosphorylation of translation factors involved in initiation [106] (reviewed in [107]). Our research demonstrates that in addition to anatomically based differences, acute sleep deprivation distinctly targets multiple levels of gene regulation. Moreover, acute sleep deprivation does not globally affect translation but rather governs the translation of subsets of genes with specific biological functions. Given the ever-increasing number of individuals affected by sleep deprivation and the association of sleep deprivation with cognitive impairments and neurodegenerative diseases, the need for increased research on the cellular impacts of sleep deprivation remains high. While the current study furthers our understanding of the impacts of sleep deprivation on gene regulation, future studies should consider the effects of acute and chronic sleep deprivation.

## Supplementary information

**Additional file 1: Figure S1.** Genes regulated by sleep deprivation in the transcriptome. *Arc* and *Hspb1* showed significantly increased expression in hippocampus following acute sleep deprivation in the transcriptome from the hippocampus, while *Arrdc4* was unchanged following sleep deprivation in the transcriptome. Unpaired t-test, *Arc*: p = 0.0010, *Hspb1*: p = 0.0023 and *Arrdc4*: p = 0.7291.

**Additional file 2: Table S1.** List of differentially expressed transcripts in the translatome after sleep deprivation. **Table S2.** List of differentially expressed isoforms in the translatome after sleep deprivation. **Table S3.** List of genes regulated only at the level of transcription between the microarray and TRAP data set. **Table S4.** List of genes regulated only at the level of translation between the microarray and TRAP data set. **Table S5.** List of qPCR primers used to study gene expression.

## Data Availability

The datasets generated and/or analysed during the current study are available in the NCBI's Gene Expression Omnibus repository, GEO Series accession GSE156925, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156925, and GEO accession GSE33302, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33302.

# Supplementary material for: Translational changes induced by acute sleep deprivation uncovered by TRAP-Seq
**Source:** Mol Brain. 2020 Dec 3;13:165. doi: 10.1186/s13041-020-00702-5
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Genes regulated by sleep deprivation in the transcriptome. Arc and Hspb1 showed significantly increased expression in hippocampus following acute sleep deprivation in the transcriptome from the hippocampus, while Arrdc4 was unchanged following sleep deprivation in the transcriptome. Unpaired t-test, Arc: p = 0.0010, Hspb1: p = 0.0023 and Arrdc4: p = 0.7291.

**Translational Changes Induced by Acute Sleep Deprivation**

**Uncovered by TRAP-Seq**

Lisa C. Lyons^1,2^, Snehajyoti Chatterjee^1^, Yann Vanrobaeys^1^, Marie E. Gaine^1^ and Ted Abel^1^

**Figure S1**

**
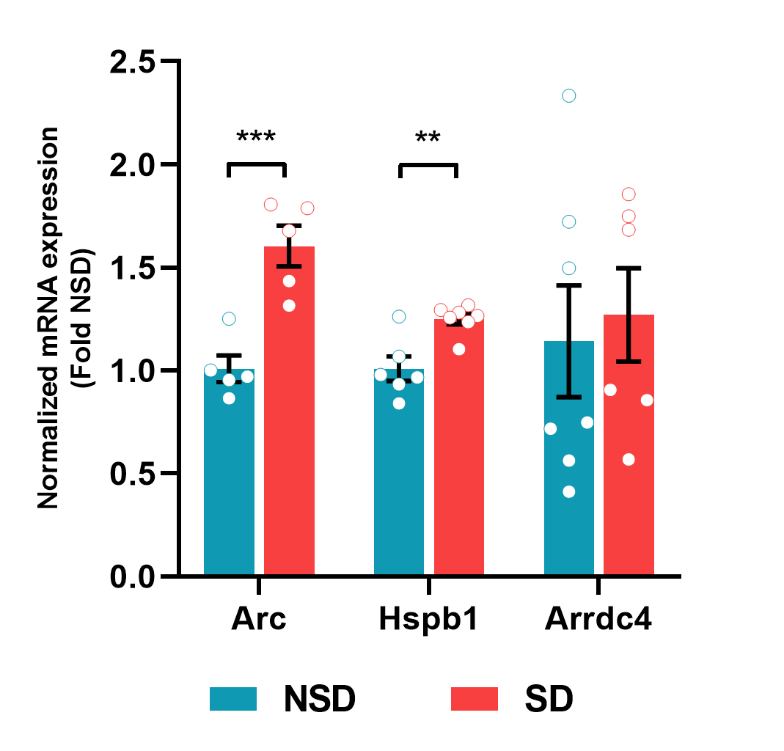
**

How the deposited data were processed for this re-analysis (not part of the article)

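Ribosome-associated RNA was purified from the hippocampus of CaMKIIα-Cre:RiboTag male mice that were sleep deprived (SD) for 5 h or left undisturbed (NSD), and sequenced in 11 libraries (5 NSD and 6 SD, 2 mice pooled in each). The authors trimmed the reads, aligned them to mm10 with STAR, counted them with HTSeq-count in intersection-nonempty mode, and deposited the raw counts of each library. The deposited counts are not normalized. They cover 63244 UCSC transcripts and 5 tallies of reads that were not counted on a transcript. A read that overlapped several transcripts entered the tally of ambiguous reads. Each library was treated as 1 replicate and assigned to its group and replicate by its label. The microarray and qPCR experiments of the paper were not analysed here, apart from the microarray fold changes that Tables S3 and S4 list.

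The transcripts of the deposited table were named from Additional file 2. The statistics of Table S1 were equal to those of an edgeR fit that kept the 5 tallies, used filterByExpr, TMM normalization and the likelihood ratio test, and covered 19141 transcripts and tallies. That fit was used to find, for each listed transcript, the 1 transcript with its fold change, abundance and likelihood ratio. All 1998 transcripts given for Table S1 and all 128 of Table S2 had exactly 1 match. By fold change alone, 278 of the 279 genes of Table S3 and 137 of the 137 of Table S4 had exactly 1 match. In total 2259 transcripts were named, of which 2160 had a position in GENCODE vM21. As a check that did not use the counts, 96.29% of consecutive named transcripts lay on the same chromosome, against 6.11% after the names were shuffled. The transcripts of Table S1 used for naming had a likelihood ratio test p of at most 0.0986. A further 14562 transcripts of Table S1 were not at hand for naming. These, and transcripts that the tables do not list, have no name here unless another of the tables gave one. There were 2 transcripts named differently by 2 tables.

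Differential expression was tested with edgeR 4.0.16 in R 4.3.3: the 5 tallies were left out, the 29599 transcripts with at least 1 count in at least 5 libraries were kept, upper-quartile normalization factors were computed, and SD was compared with NSD by the two-sided quasi-likelihood test with Benjamini-Hochberg adjustment at FDR 0.05. CPM values use the same factors, and log2 CPM a prior count of 2. Single genes were also compared by a two-sided exact permutation test over all splits of the libraries into 5 and 6, whose smallest p is 0.00216. Differences between the transcripts of a gene were tested with edgeR's diffSpliceDGE over the genes of Table S2. The alternatives were TMM normalization, DESeq2 1.42.0, the likelihood ratio test, counts rescaled to a common upper quartile, 3 other filters on low counts, limma 3.58.1 voom with sample quality weights, the label series as a covariate, a block by replicate number over the 6 libraries with shared numbers, the same 6 libraries without the block, each library left out in turn, counts summed by gene symbol, and an FDR of 0.1. Added later were the fit with the statistics of Table S1, the same fit without the tallies, and 2 covariates: the share of reads outside annotated transcripts and the first principal component. The genes named in the text are those the paper names at a claim, the transcripts past FDR 0.05 with the largest rise and fall and no overlap between the groups, the 3 transcripts with the smallest p, and members of marker lists written down in advance. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

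The tests were tested on simulated data with 5 against 6 libraries in which 200 of 29078 transcripts were changed by 0.8 on the log2 scale. The changed ones were drawn among the more abundant transcripts. Their change is larger than 0.39, the median size among the 200 transcripts of Table S1. The quasi-likelihood test called 129 transcripts, 121 of them changed and 8 not. DESeq2 called 171, 145 of them changed and 26 not. With no transcript changed, the quasi-likelihood test and the likelihood ratio test called 0. Transcripts were simulated independently of each other, without the first principal component that the real libraries share. These 0 calls therefore do not show how many false calls the real libraries give. DESeq2 and filterByExpr were not run on data without a change. In 100 simulated genes of which 50 had 1 transcript changed, diffSpliceDGE recovered 41 and called 5 genes whose transcripts changed equally.

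Between 22074914 and 29549339 reads per library were counted on transcripts, so counting error is small for abundant transcripts and large for those with a few counts. Intervals for single libraries were not computed because each comparison rests on the spread between libraries. Gene-set tests of ER stress, potassium channel, clock, immediate early and heat shock genes, and tests of marker lists for brain regions and cell types, were left out because fewer than 80% of the members of each list had a named transcript.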

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

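Each test in this part was chosen only after the result it concerns was seen. A library is listed where its distance to the nearest other library of its group, divided by the range of the group, exceeds Dixon's 95% critical value. This was so in 10 of 118 groups of values, where chance gives 5.9, and 7 of the 10 were among 104 groups of gene values, which were compared on the log2 scale.

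NSD replicate 2 stood apart from the other NSD libraries in 3 measures of the reads. It had 22.82% of its reads counted on a transcript (29.24% to 31.43% in the others), 37.25% ambiguous between transcripts (47.56% to 51.67%) and 12.3% without a single place in the genome (5.90% to 6.09%). These 3 shares belong to the same reads and are not independent of each other. If the transcript profile of NSD replicate 2 stood apart as well, it would lie farther from the other libraries than each of them does. Over the 15757 transcripts with at least 10 counts in every library, its mean root mean square distance to the others was 0.443 on the log2 scale, and those of the other libraries ranged from 0.385 to 0.518. Its mean correlation of log2 CPM with them was 0.981, a measure that is close to 1 for all libraries and shows little. Sleep deprivation offers no biological explanation within a group of NSD libraries, and the origin of the reads was not tested.

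SD replicate 1 had the lowest value of its group for *Dnajb4* at 9.89 CPM (12.8 to 14.3 in the other SD libraries), *Trib1* at 7.81 CPM (12.7 to 16.5) and *Arc* at 7.81 CPM (14.1 to 18.7). These genes are higher after sleep deprivation in the other SD libraries, so a mislabelled library may explain the pattern. Of the 200 transcripts with the smallest p when SD replicate 1 was left out, it lay nearer the SD mean in 66, against 135 to 172 for each other library in its own test. It lay nearer the SD mean in 38 of the 45 that were lower after sleep deprivation and in 28 of the 155 that were higher. With the first principal component taken out the count was 169, against 144 to 184 for the others, although SD replicate 1 itself took part in that adjustment. With the first component of the other 10 libraries taken out, in which it took no part, the count was 156, against 140 to 182. On the second component SD replicate 1 scored -13.4, among the SD libraries (-29.8 to -9.46) and apart from the NSD libraries (7.71 to 37.4). A swapped label therefore does not account for its profile. What remains is its place at the end of the first component, where it has the highest score, 74.2. SD replicate 1 also had the largest upper-quartile normalization factor, 1.193, against 0.892 to 1.074 in the other SD libraries. A larger factor lowers all CPM values of a library, and its part in these low values was not tested. A biological explanation, such as mice that slept during the procedure, was not tested.

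SD replicate 2 had the highest value of its group for *Gad2* at 42.7 CPM (13.5 to 18.3 in the others), *Slc32a1* at 2.66 CPM (0.540 to 0.815) and *Sox1* at 9.05 CPM (2.12 to 3.33). SD replicate 4 had the lowest value for *Tiam1* at 3.78 CPM (5.34 to 6.02). If the spread along the first principal component were the cause of the distances of these 7 genes, they would vanish once the component is taken out. They remained in 4 of the 7 (*Gad2*, *Slc32a1*, *Sox1* and *Tiam1*) and vanished for *Dnajb4*, *Trib1* and *Arc*. Each library itself took part in that component, which leaves this count open to doubt. With the component of the other 10 libraries taken out, the distances remained in 6 of the 7 and vanished for *Trib1* only, by a small margin. That of *Arc* remained by a small margin as well. The component therefore does not account for the distances of *Gad2*, *Slc32a1*, *Sox1* and *Tiam1*, which remained both ways. For the genes of SD replicate 1 a part of the component is left open. The distances of *Dnajb4* and *Arc* remained in only 1 of these ways, and that of *Trib1* in neither. *Gad2*, *Slc32a1* and *Sox1* belong to the GABAergic and septal genes that the part on other observations follows. For *Tiam1* no further explanation was tested.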

How the results depend on the processing

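No test of an explanation is given in this part. The alternatives were set before the data were examined, with the exception of 4 settings chosen after seeing the data: the fit with the statistics of Table S1, that fit without the tallies, and 2 covariates. For the 49 genes in common, following the transcript that Table S1 calls was added in the same way. In what follows, the counts are those of transcripts past FDR 0.05, followed by the numbers that were higher after sleep deprivation, lower, and among the 200 of Table S1. The cause was not tested for any of the changes.

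With the settings of the passages the counts were 15, 13, 2 and 13. TMM normalization gave 62, 51, 11 and 54, and DESeq2's size factors and Wald test gave 133, 94, 39 and 113. The likelihood ratio test gave 65, 37, 28 and 50, and with counts rescaled to a common upper quartile as well it gave 275, 182, 93 and 162. With at least 1 count in 1 library the counts were 33, 11, 22 and 24, so that more transcripts were lower than higher. The filterByExpr filter gave 191, 132, 59 and 144, and at least 10 counts in every library gave 311, 200, 111 and 162. With voom and sample quality weights they were 58, 47, 11 and 49. With the label series as a covariate they were 8, 7, 1 and 6. Counts summed by gene symbol gave 7, 6, 1 and 5, and an FDR of 0.1 gave 28, 23, 5 and 23. All 15 transcripts were among those called with TMM normalization, DESeq2, the likelihood ratio test, filterByExpr, at least 10 counts in every library and voom. The settings chosen after seeing the data gave 226, 149, 77 and 200 with the statistics of Table S1, 291, 197, 94 and 198 without the tallies, 167, 85, 82 and 115 with the share of reads outside annotated transcripts as a covariate, and 773, 491, 282 and 200 with the first principal component.

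The replicate block over replicates 2, 3 and 4 gave 6, 4, 2 and 4, with 667 transcripts at an unadjusted p under 0.05. The same 6 libraries without the block gave 3, 3, 0 and 2, with 1571 at an unadjusted p under 0.05. Across the 11 fits that each left out one replicate, the counts ranged from 1 to 69 transcripts, from 1 to 62 higher, from 0 to 12 lower, and from 0 to 59 of the 200. Without SD replicate 2, 7 were higher and 12 lower (36.8% higher), a second setting with more lower than higher transcripts. The highest count came without SD replicate 1 and the lowest without NSD replicate B, where 1077 transcripts had an unadjusted p under 0.05.

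Of the genes of Table S3, 0 were past FDR 0.05, with 28 at an unadjusted p under 0.05. This was 0 with TMM normalization, the block, counts summed by gene symbol and each library left out, with between 9 and 57 at an unadjusted p under 0.05. It became 2 with filterByExpr, 3 with the share of reads outside annotated transcripts and 44 with the first principal component, these 3 being added for this result after seeing the data. Other fits were also looked at for this list only after seeing the data. The fit with the statistics of Table S1 gave 0, and that fit without the tallies gave 7. Counts rescaled to a common upper quartile gave 8, and limiting all transcripts to those with at least 10 counts in every library gave 18. DESeq2, the likelihood ratio test alone, voom and at least 1 count in 1 library each gave 0. The number with the microarray's direction was 218 of 278, between 199 and 229 with each library left out, and 183 with the block. For Table S4 it was 125 of 137, and between 124 and 126 under the alternatives that kept all of its genes. The direction of the 49 genes in common was kept in 49 of 49 under each alternative. Tables S1, S4 and the 49 genes were selected on these same libraries, so that their direction under these settings shows no stability. Table S3 was selected for no call on these libraries, which favours few calls. Table S2 was selected for a call on them, which favours a difference between transcripts. Genes with a difference between transcripts numbered 11, with 14 under TMM normalization and 13 with at least 10 counts in every library, and 4 when counted by single transcripts. With the statistics of Table S1, a setting chosen after seeing the data, this last count was 52.

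Among 52 named genes and transcripts there were 775 values under alternatives that keep every library: 468 kept their direction and side of the threshold, 284 newly passed it, 20 no longer passed it and 3 reversed. With one replicate left out there were 572 values, of which 506 kept both, 17 newly passed, 39 no longer passed and 10 reversed. The reversals concern values near 0. *Zmym1*, at -0.04, ranged from -0.31 to 0.40 with each library left out and was 0.15 with the share of reads outside annotated transcripts as a covariate. *Sin3b*, at -0.01, ranged from -0.12 to 0.14, and was 0.0093 with counts rescaled to a common upper quartile and 0.011 with voom. *Per1-201*, at -0.07, ranged from -0.12 to 0.051. *Zmym1* had 3 to 42 counts per library and *Sin3b* 4 to 14, which limits what their comparisons can show.

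The camera and fry tests of the ER stress, potassium channel, clock, immediate early and heat shock gene lists, with all their alternatives, and the tests of the septal and GABAergic marker lists were not run, because too few members had a named transcript: 22 of 49, 11 of 99, 9 of 25, 21 of 35 and 10 of 26 for the gene lists, and 13 of 32 and 6 of 10 for the marker lists.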

Differences from the paper's values

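No test of an explanation is given in this part. At FDR < 0.05 the number of differentially expressed transcripts was 15 and the paper's is 200. Of the alternatives set before the data were examined, filterByExpr (191) and counts rescaled to a common upper quartile with edgeR's likelihood ratio test (275) came within a factor of 1.5 of the paper's value. The others, including TMM normalization (62), DESeq2 (133) and at least 10 counts in every library (311), did not. Of the settings chosen after seeing the values, the fit with the statistics of Table S1 gave 226, that fit without the tallies 291 and the share of reads outside annotated transcripts as a covariate 167, which are within that factor, and the first principal component as a covariate gave 773, which is not.

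The number of upregulated transcripts was 13 against the paper's 132. DESeq2 (94), counts rescaled to a common upper quartile (182) and filterByExpr (132) came within the factor, and the other alternatives set before the data were examined did not. The number of downregulated transcripts was 2 against the paper's 68. Counts rescaled to a common upper quartile (93) and filterByExpr (59) came within the factor, and the others, DESeq2 (39) among them, did not. Of the settings chosen after seeing the values, the fit with the statistics of Table S1 gave 149 upregulated and 77 downregulated, that fit without the tallies gave 197 and 94, and the share of reads outside annotated transcripts as a covariate gave 85 and 82.

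Genes with 1 transcript called and another not numbered 4 against the paper's 54. With filterByExpr (41) and at least 10 counts in every library (38) the value came within the factor. With TMM normalization (17), DESeq2 (35) and the likelihood ratio test (12), also set before the data were examined, it did not. The fit with the statistics of Table S1 gave 52, the first principal component as a covariate 49, and that fit without the tallies 51, settings chosen after seeing the values. The share of reads outside annotated transcripts as a covariate, chosen in the same way, gave 31.

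The text of the paper and its tables differ in several respects from the values here. Table S2 lists 54 genes, Table S3 279 and Table S4 137, and for each the text gives a larger number. The text names *Per1-206* as the unchanged isoform, and the transcript with values in Table S2 is *Per1-201*. The paper states that it found no gene with transcripts regulated in opposite directions. By sign alone, 21 of the 54 genes had transcripts that moved in both directions, *Ppih* among them with -0.80 and 0.43, but the rise of *Ppih-201* was within the spread between libraries. The transcripts at FDR < 0.05 in Table S1 carry 198 gene symbols, since *Slc44a5* and *Gad2* are listed on 2 transcripts each. The methods of the paper state an upper-quartile normalization, and the statistics of Table S1 were equal to those of a fit with TMM normalization in which the 5 tallies were kept. Of the 226 called in that fit, 26 are not listed in Table S1. Named genes that the paper calls and that did not pass FDR 0.05 here include *Arc* (0.301), *Hspa5* (0.42), *Nr1d1* (0.719), *Avpr1a* (0.15) and *Per1-202* (0.238). Of the alternatives set before the data were examined, DESeq2 called *Arc*, *Hspa5* and *Per1-202*, voom called *Arc*, filterByExpr called *Hspa5* and *Per1-202*, at least 10 counts in every library called *Hspa5*, *Nr1d1* and *Per1-202*, the likelihood ratio test and at least 1 count in 1 library called *Avpr1a*, counts rescaled to a common upper quartile called these genes except *Nr1d1*, and leaving out SD replicate 1 called *Arc*. Of the 200 transcripts of Table S1, these alternatives called 54 (TMM normalization), 113 (DESeq2), 50 (likelihood ratio test), 162 (counts rescaled to a common upper quartile), 24 (at least 1 count in 1 library), 144 (filterByExpr), 162 (at least 10 counts in every library) and 49 (voom). All 200 transcripts of Table S1 were called in the fit with its statistics and with the first principal component as a covariate, settings chosen after seeing the values.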

Other observations

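Of the tests in this part, those of other splits for all transcripts past the threshold and for Table S3, of the label series, of library size, and of the septum and of interneurons were set in advance, and the other tests were chosen only after the result was seen.

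The libraries were also split in other ways into 5 and 6. Of the 80 splits that part the 3 same-numbered pairs as the real one does, 13 gave at least 15 transcripts past FDR 0.05, the real one included. As many higher transcripts were found in 11 of them and as many lower ones in 13. Among the genes of Table S2, as many with a difference between transcripts were found in 12 of the 80. With filterByExpr, 9 of the 80 splits gave as many calls as the real split. The split with most calls set NSD replicates 2, 4 and B and SD replicates 1 and 3 against the rest and gave 10188, of which 5528 were higher and 4660 lower. With the first principal component as a covariate that split gave 0 (1377 transcripts at an unadjusted p under 0.05), which the design makes likely since the split itself correlates with the component (r = 0.884). In the 80 splits, with that covariate, only 1, the real one, reached its 773 calls, the highest of the others being 586. The 80 splits differ from 20 others, drawn among splits that part fewer pairs and of which 0 gave as many calls. The same-numbered libraries lie at opposite ends of the first component, with scores of 48.8 and -39.2 for replicates 2, -44.0 and 39.7 for replicates 3, and 47.2 and -65.9 for replicates 4. Splits that part them therefore tend to follow that component, and the share of splits with as many calls may reflect it. How often splits that part fewer pairs give as many calls was counted only in these 20.

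Along the first principal component the libraries lay in 3 stretches, parted by gaps of 42.2 and 28.5: NSD replicates 3 and 5 and SD replicates 2, 4 and 6 (-65.9 to -34.5), NSD replicate B and SD replicate D (7.69 to 11.2), and NSD replicates 2 and 4 and SD replicates 1 and 3 (39.7 to 74.2). The widest gap within a stretch was 25.5, so where to part them is partly a choice. The middle stretch holds the 2 libraries with lettered names and no others, so the label series and this place on the component cannot be told apart. The score did not differ between SD and NSD (exact permutation test, p = 0.833), so sleep deprivation does not account for it. No stretch has 6 libraries, so the correlations computed over all 11 libraries are not given, as they mix the distances between the stretches with the order within them. Instead, pairs of libraries were compared within the stretches, 17 in all. By the share of reads outside annotated transcripts, 16 of the 17 pairs had the same order as by the score (exact permutation within the stretches, p = 0.00312, adjusted 0.0156). By library size 8 had (exact permutation p = 1), which leaves a part of library size in the distances between the stretches open. In all 5 measures were compared. The others were the number of transcripts detected (15 pairs, exact permutation p = 0.0146, adjusted 0.0365), the share of ambiguous reads (3 pairs, p = 0.0472, adjusted 0.0787) and the share without a single place (9 pairs, p = 1). A candidate explanation for the order within the stretches is a difference between libraries in reads from introns or unannotated sequence, which was not measured here. The share also parted the stretches without overlap, at 9.97 to 11.27%, 14.13 to 14.54% and 16.8 to 27.64%. The number of transcripts detected and the share of ambiguous reads parted them as well, so these 3 measures cannot be told apart as a source of the stretches. No batches are given for the libraries.

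A difference in library size between groups was tested as an explanation for the calls, and the counts on transcripts gave an exact permutation p of 0.0563, which is above 0.05 by a small margin. With the label series (numbered or lettered names) as a covariate, 8 transcripts were called. Leaving out single libraries moved the count as much, so a part played by the series cannot be told from one of single libraries.

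Several GABAergic genes and Zic genes were lower after sleep deprivation, among them *Gad2*, *Slc32a1*, *Zic1* and *Avpr1a*. Tissue from the septum or neighbouring ventral forebrain in some NSD libraries may be a source of them. Of the septal marker list, 2 members with a named transcript are not called in Table S1, too few for a test that does not use genes chosen for being lower. RNA from hippocampal interneurons that came through the immunoprecipitation could not be tested, since 0 of its 18 markers had a named transcript. Most names come from transcripts of Table S1 with a likelihood ratio test p of at most 0.0986. Named markers were thus in large part chosen for differing between the groups, and an unnamed marker may still be present. A shared source that varies between libraries of a group would make the markers deviate together. The 7 marker transcripts that Table S1 does not call followed the mean deviation of the 14 called ones with a median r of 0.839. Among the 14 called ones the mean pairwise r was 0.534, which 4.93% of random sets reached. Random sets of uncalled transcripts had a median of 0.0289, and 0% of 10000 sets reached the observed value. Among the called markers, *Klhl14* (r = -0.00117) and *Tmem255b* (r = -0.615) did not follow the others. The mean log2 CPM of the called markers was 2.29 in NSD replicate 4, 2.27 in B, 1.60 in 3, 1.25 in 5 and 0.71 in 2. It was 1.08 in SD replicate 2 and between -0.12 and 0.25 in the other SD libraries. Within the stretches of the first principal component, 10 of the 17 pairs of libraries had the same order by these deviations as by the score (exact permutation p = 0.705), so no part of the component in them was seen, which the few pairs do not exclude. A shared source is thus consistent with the values, and whether it is dissected tissue, another cell type or a response to sleep deprivation cannot be told apart.

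Of the genes of Table S3, 218 had the microarray's direction. In the 80 splits 1, the real one, reached this number, the highest of the others being 212 and their median 139. A chance split therefore is an unlikely source of the shared direction, which as a hypothesis may reflect changes in the same direction that the FDR threshold does not pass. The 50 genes of Table S3 that differ from the microarray by more than 0.4 had a median abundance of 1.79 CPM, and the other 228 had 9.70 CPM. Of 10000 random sets of 50 genes, 0.05% had as low a median. Of these genes 19 of the 50 and 39 of the 228 were below 1 CPM. Low counts are a candidate explanation for part of these differences, which the paper also raises.

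*Gm12940* rose after sleep deprivation while *Zmym1*, which overlaps it on the other strand, did not. An exon of *Gm12940* on chromosome 4 from 127047690 to 127049398 shares 1709 bases with an exon of *Zmym1*. Reads of the 2 genes might be exchanged if a library were not fully stranded. The counts do not give the strand of each read, so this was not told apart from a separate regulation of *Gm12940*.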
